# Genome-Wide Expression Profiles of Hemp (*Cannabis sativa* L.) in Response to Drought Stress

**DOI:** 10.1155/2018/3057272

**Published:** 2018-05-15

**Authors:** Chunsheng Gao, Chaohua Cheng, Lining Zhao, Yongting Yu, Qing Tang, Pengfei Xin, Touming Liu, Zhun Yan, Yuan Guo, Gonggu Zang

## Abstract

Drought is the main environmental factor impairing hemp growth and yield. In order to decipher the molecular responses of hemp to drought stress, transcriptome changes of drought-stressed hemp (DS1 and DS2), compared to well-watered control hemp (CK1 and CK2), were studied with RNA-Seq technology. RNA-Seq generated 9.83, 11.30, 11.66, and 11.31 M clean reads in the CK1, CK2, DS1, and DS2 libraries, respectively. A total of 1292 differentially expressed genes (DEGs), including 409 (31.66%) upregulated and 883 (68.34%) downregulated genes, were identified. The expression patterns of 12 selected genes were validated by qRT-PCR, and the results were accordant with Illumina analysis. Gene Ontology (GO) and KEGG analysis illuminated particular important biological processes and pathways, which enriched many candidate genes such as NAC, B3, peroxidase, expansin, and inositol oxygenase that may play important roles in hemp tolerance to drought. Eleven KEGG pathways were significantly influenced, the most influenced being the plant hormone signal transduction pathway with 15 differentially expressed genes. A similar expression pattern of genes involved in the abscisic acid (ABA) pathway under drought, and ABA induction, suggested that ABA is important in the drought stress response of hemp. These findings provide useful insights into the drought stress regulatory mechanism in hemp.

## 1. Introduction

Abiotic stresses, such as drought, high salt, and extremes of temperature, are major environmental factors that can limit plant growth and development. Among various abiotic stressors, drought has the greatest impact on crop culture and world agriculture [1]. Currently, global warming is increasing the frequency and severity of extreme weather events, including drought, worldwide. It is therefore important to improve plant drought tolerance and further understand the relationship between drought stress and water use for plant growth.

Drought stress or water deficit induces a series of morphological, physiological, biochemical, and molecular changes that influence plant growth, development, and productivity. During their long-term evolution, plants have developed three main mechanisms to adapt to drought stress, including drought escape, drought avoidance, and drought tolerance. It is important to understand the genetic basis of these mechanisms of plants encountering a water deficit [2]. Many plant genes responding to drought stress have been identified by molecular and genomic analyses of *Arabidopsis*, rice, and other plants. These genes are classified into two groups according to their putative functional modes. One group contains proteins that are likely involved in abiotic stress tolerance, such as chaperones, late embryogenesis abundant (LEA) proteins, osmotin, mRNA-binding proteins, key enzymes for osmolyte biosynthesis, water channel proteins, sugar and proline transporters, detoxification enzymes, and various proteases. Another group contains regulatory proteins involved in signal transduction and stress-responsive gene expression, including various transcription factors (TFs), protein kinases, protein phosphatases, enzymes involved in phospholipid metabolism, and other signaling molecules, such as calmodulin-binding proteins [3]. Moreover, some of these proteins (LEA, osmotin, zinc finger protein, NAC, WRKY, bZIP, AP2/ERF, MYB, etc.) have been overexpressed in transgenetic plants, and conferred transgenetic lines that enhanced drought tolerance [4]. All these data verify the contribution of these genes to drought stress response.

Plant cell signaling and molecular regulation networks during drought stress have also been investigated and highlighted. Two important pathways of transcriptional networks were found in *Arabidopsis* and rice, the two model plants, when they were grown under drought conditions: an abscisic acid- (ABA-) dependent signaling pathway and an ABA-independent regulatory network mediated by dehydration-responsive element-binding- (DREB-) type TFs [4, 5]. In the first type, the ABA-responsive element (ABRE) is the major *cis*-element and TFs are the master regulators of drought-responsive gene expression, as they control gene expression in an ABA-dependent manner. Additionally, ABA receptors (PYLs), group A 2C-type protein phosphatases (PP2Cs), and SNF1-related protein kinases 2 (SnPK2) were core components and controlled the ABA signaling pathway. In the ABA-independent regulatory network, NAC TFs were also involved in drought stress response, along with DREB TFs [6].

Hemp (*Cannabis sativa* L.) was one of the earliest domesticated crops and is used today in multiple industrial applications, including the production of fiber, foods, and oils [7, 8]. Hemp has been cultivated to produce textile for more than 6000 years in China, and China is currently the largest producer of hemp seed and textiles for domestic use and exports [9]. Drought stress is the main environmental factor that influences hemp production, limiting growth and reducing fiber quality and yield [10–12]. For instance, more than 10 days of consecutive drought increases the incidence of hemp tip dieback over a 1-month period after sowing [13]. Moreover, as the largest developing country with the largest population worldwide, China has begun to face serious water scarcity issues [14]. Therefore, investigating the mechanisms that regulate drought tolerance in hemp is important for drought-tolerant cultivar development in breeding programs. The complete genome and transcriptome sequences of hemp have been reported [15], along with a diversity analysis based on the large-scale development of expressed sequence tag- (EST-) derived simple sequence repeat (SSR) markers [16]. However, the responsive genes and stress regulatory mechanisms of hemp subjected to drought stress remain elusive.

High-throughput sequencing has become a powerful tool in many research fields due to its cost-efficiency and rapidness [17–23]. The data yielded facilitates the development of genetic analyses and functional genomics studies among species, especially for many nonmodel plants. In particular, this technology has been widely used to understand drought stress response in various plants, such as rice [24], wheat [25], maize [26], soybean [27], cotton [28, 29], potato [30], and ramie [18]. In the present study, the transcriptome changes of hemp to drought stress were investigated and potential responsive genes were identified using the Illumina HiSeq™ 2000 platform. As a result, this study presents the first genome-wide expression profile of hemp responding to drought stress. The findings of this study are expected to provide a foundation for a comprehensive understanding of the mechanisms of hemp subjected to drought stress, along with identifying potential drought resistance genes, which can be used to improve the drought tolerance ability of hemp in breeding programs.

## 2. Materials and Methods

### 2.1. Plant Material, Stress Treatment, and RNA Extraction

Hemp cultivar Yunma 1, which is sensitive to drought [31], was used in this study. The hemp seeds were sowed in a pot (31 cm deep × 34 cm diameter) filled with 16 kg soil, 15 seeds per pot. The pots were kept at 26°C ± 1°C, 75 ± 1 RH, and a photoperiod of 14 : 10 (L : D) in the greenhouse of the Institute of Bast Fiber Crops, Chinese Academy of Agricultural Sciences. After seeds germinated, seedlings were thinned out to keep 10 seedlings per pot. Six potted hemp plants were used as drought stress plants (DS), whereas the other six potted plants were used as control plants (CK). Two replicates of CK and DS were designated, which were named CK1 and CK2 and DS1 and DS2, respectively. Watering was withheld at 30 days after sowing in the soil. CK plants were grown under well-watered conditions, where DS plants were treated with drought stress by controlling the relative water content of soil at no more than 20% (severe drought stress) by natural drying [31]. After 7 days, the CK and DS plants were uprooted, and the leaves, roots, stem bast, and stem shoots were collected separately. For abscisic acid (ABA) treatment, plants were collected at 3 and 6 hours after being sprayed 3 times with 100 *μ*M ABA [32]. The sampled tissues were immediately frozen in liquid nitrogen and stored at −80°C until use. Total RNA was extracted from the tissue of CK1, CK2, DS1, and DS2 using TRIzol reagent (Invitrogen, USA) and treated with DNase I (Fermentas, USA) according to the manufacturer's protocol. RNA quality, purity, and integrity were determined by a NanoDrop 2000 spectrophotometer and an Agilent 100 Bioanalyzer.

### 2.2. cDNA Library Construction and Sequencing

Equal amounts of total RNA from each DS and CK sample were pooled together. Then, the poly (A)^+^ RNAs were purified from 20 *μ*g total RNA by oligo(dT) Dynabeads. To avoid priming bias when synthesizing cDNA, the purified mRNA was first fragmented into small pieces. First-strand cDNAs were synthesized using random hexamer primers, and second-strand cDNAs were synthesized using dNTPs, RNase H, and DNA polymerase I. Double-stranded cDNAs were purified by a QIAquick PCR Purification Kit and repaired, and an adenine base was added to the 3′ end. Two different adapters were ligated to the 5′ and 3′ ends, respectively. The ligated fragments were separated on gel and purified. After amplification by PCR, the fragments were separated using electrophoresis and purified. Paired-end sequencing was performed by the Illumina sequencing platform (HiSeq™ 2000) at Biomarker Technologies Co., Ltd, Beijing, China (http://www.biomarker.com.cn/) according to the manufacturer's instructions (Illumina, San Diego, CA).

### 2.3. Data Processing and Mapping to Reference Genome

Sequencing errors usually bring difficulties to subsequent analyses. Therefore, first all reads with adaptor contamination were discarded. Then, the low-quality reads with more than 10% ambiguous “N” sequences were ruled out. Finally, the low-quality reads (*Q*value < 20) were removed. *Q*30 is equivalent to the probability of an incorrect base call 1 in 1000 times. Clean reads were submitted to Gene Expression Omnibus in NCBI with the GEO accession number GSE56964. RNA-Seq data was assessed by saturation, duplicate reads, and gene coverage analysis, using RSeQC software (http://rseqc.sourceforge.net/). High-quality reads were mapped to the *C. sativa* (strain Purple Kush) genome (GenBank accession no. AGQN00000000) [15] using TopHat2 (http://ccb.jhu.edu/software/tophat/index.shtml). After aligning reads to the genome, Cufflinks (http://cole-trapnell-lab.github.io/cufflinks/) was used to assemble aligned reads into transcripts.

### 2.4. Identification of Differentially Expressed Genes (DEGs)

Differentially expressed genes were identified by comparing the abundance of the same transcript in CK and DS samples. The hemp genome sequences described above were used as a reference. The number of clean reads mapped to the reference genome was used to calculate gene expression levels via RSEM (http://deweylab.github.io/RSEM/). The FPKM (fragments per kilobase of exon per million mapped reads) value of each transcript was used to represent the gene expression level. Differentially expressed genes (DEGs) were identified using DESeq2 [33]. All statistical tests were corrected for multiple testing with the Benjamini–Hochberg false discovery rate (FDR < 0.01). DEGs were defined as being significantly differentially expressed along with an FDR < 0.01 and a more than two-fold change (>1 or <−1 in log 2 ratio value).

### 2.5. Functional Classification and Annotation for DEGs

Unigenes were annotated using BLASTx alignment (*E*value < 10^−5^) against five databases, including NCBI nonredundant protein database (Nr, http://www.ncbi.nlm.nih.gov), Swiss-Prot (http://www.expasy.ch/sprot), Gene Ontology (GO, http://wego.genomics.org.cn/cgi-bin/wego/index.pl), Clusters of Orthologous Groups (COG, https://www.ncbi.nlm.nih.gov/COG/), and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database [34]. Nr and GO annotation was performed using the Blast2GO program [35]. GO classification was performed using WEGO software to view the distribution of gene functions.

### 2.6. Pathway Enrichment of DEG

Pathway enrichment analysis based on the KEGG pathway database (http://www.genome.jp/kegg) was used to identify markedly enriched metabolic pathways or signal transduction pathways in differentially expressed genes, comparing the whole genomic background. The following formula was used for the calculation of

(1) $$\begin{array}{c} p=1-\overset{m-1}{\underset{i=0}{\sum }}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}, \end{array}$$

where *N* is the number of all genes with a KEGG annotation, *n* is the number of DEGs in *N*, *M* is the number of all genes annotated to specific pathways, and *m* is the number of DEGs in *M*.

### 2.7. Quantitative Real-Time PCR Analyses

For quantitative real-time PCR (qRT-PCR) analysis, total RNA was extracted from the tissue of CK and DS hemp using TRIzol reagent (Invitrogen, USA) and treated with DNase I (Fermentas, USA) according to the manufacturer's protocol. Subsequently, 2 *μ*g total RNA was reverse-transcribed into cDNA. qRT-PCR was performed in an iQ5 multicolor real-time PCR detection system (Bio-Rad, USA) with a 20 *μ*L reaction system containing 10 *μ*L iQ™ SYBR Green Supermix (Bio-Rad, USA), 10 pmol each of the forward and reverse gene-specific primers, and 5 *μ*L diluted cDNA (1 : 50). Gene-specific primers (Table S1) were designed using Primer Premier 5 software. The hemp actin gene was selected as an internal control to normalize the total amount of cDNA present in each reaction. In brief, following a denaturation step at 95°C for 30 s, the amplification was carried out with 40 cycles at a melting temperature of 95°C for 10 s and an annealing temperature of 55°C for 30 s. The qRT-PCR experiments were performed in triplicate.

## 3. Results

### 3.1. Sequencing and Mapping Reads to the Hemp Reference Genome

Four samples (two control samples, CK1 and CK2, and two drought stress samples, DS1 and DS2) were collected separately. 

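The 4 libraries were made from hemp cultivar Yunma 1, which the paper describes as sensitive to drought. Watering was withheld from the DS plants at 30 days after sowing, until the relative water content of the soil was no more than 20%, and CK plants stayed well watered. The plants were harvested after 7 days of treatment. The labels of the libraries give the age of the plants as 30 days, whereas the methods place the harvest 7 days later. Leaves, roots, stem bast and stem shoots were collected separately, and RNA was pooled before poly(A) selection. The paper does not name the tissues pooled for a library. Pooling over these tissues was assumed here, and each library would then be an average over them. There were 2 libraries per condition. The authors filtered the reads, mapped them to Purple Kush sequences and quantified each transcript with RSEM, which shares a read that fits several transcripts among them. For each library the authors deposited an expected count, an FPKM value and a TPM value for 33215 transcripts, without pooling the replicates. The paper's RPKM corresponds to the FPKM column here. The expected counts summed to 8305141 in CK1, 9584480 in CK2, 9879170 in DS1 and 9551993 in DS2. With these totals, 3 counts correspond to between 0.304 and 0.361 CPM, which was taken as the smallest abundance a library can show. Starting from the expected counts, rounded to whole numbers, DS was compared with CK by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment. The 22357 transcripts with at least 10 counts in at least 2 libraries were tested. The thresholds were those of the paper, an adjusted p under 0.01 and a change of more than 2-fold. Standard errors of log2FC were computed as the size of log2FC divided by the square root of the F statistic. For transcripts without reads in one condition, the log2FC depends on the small prior count that edgeR adds and is not a measured ratio. The 2 replicates of each condition were distinct libraries: the chi-square of their counts per degree of freedom was 5.88 between CK1 and CK2 and 19.6 between DS1 and DS2, where sampling noise alone gives 1. With 2 libraries against 2, an exact permutation test of a single transcript cannot give a p-value below 0.33.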

After filtering, a total of 44.10 M clean reads were obtained in the CK and DS libraries (Table 1). The number of clean reads for CK1, CK2, DS1, and DS2 was 9.83 M, 11.30 M, 11.66 M, and 11.31 M, respectively. The GC contents of the four libraries ranged from 44.18% to 44.30%. In addition, the *Q*30 for all libraries were all over 90%, indicating the high accuracy and quality of the sequencing data. To annotate the function of the reads, Bowtie was used to align the reads with the published hemp genome. 

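The expected counts in the files, which are the reads assigned to transcripts after mapping, summed to 8.305 M in CK1, 9.584 M in CK2, 9.879 M in DS1 and 9.552 M in DS2. All results given with the data rest on these totals and not on the mapped reads. The largest library had 9879170 counts and the smallest had 8305141. The TMM factors were 1 for CK1, 0.9815 for CK2, 1.034 for DS1 and 0.985 for DS2.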

The mapped reads from the four hemp samples were 8.61 M (87.61%), 9.94 M (87.94%), 10.25 M (87.96%), and 9.92 M (87.65%), respectively. These results indicate that reliable sequence alignment results were obtained for gene analysis. Saturation of the library was determined by checking the number of detected genes. 

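Transcripts with an FPKM above 0.1 numbered 27807 in CK1, 27762 in CK2, 27782 in DS1 and 27446 in DS2, out of the 33215 transcripts in the files. To look at saturation, the counts of each library were thinned at random to the number that 6 M clean reads would have given, 20 times per library. After thinning, 27103 transcripts remained above this FPKM in CK1 (SD 30.5 over the 20 thinnings), which was 97.5% of those found when FPKM was computed from all counts. The corresponding shares were 97% in CK2, 96.8% in DS1 and 96.9% in DS2. The reads beyond 6 M therefore added 690 transcripts in CK1, 826 in CK2, 892 in DS1 and 854 in DS2. After thinning to 0.25 of the counts, between 91% and 91.6% of the transcripts were still detected. A strict definition of detection mattered more than this thinning, and a lenient one less. With a minimum of 10 counts, 21631 transcripts were detected in CK1 and 21427 in DS2. With a minimum of 1 count, the numbers were 27911 in CK1 and 27673 in DS2. The paper reads the flattening of such curves in Figure 1 as saturation of the 4 libraries.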

When the sequencing level reached 6 M or more, only a few new genes were detected in the four libraries (Figure 1), indicating all four libraries were sequenced to saturation.

### 3.2. Comparison of the Gene Expression Level between CK and DS Libraries

For analysis of gene expression levels, the number of unambiguous clean reads for each gene was calculated and normalized to RPKM. Distribution and density distribution of RPKM showed there to be few different genes among the samples (Figure S1). 

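Over the transcripts with an FPKM above 0, the median log10 FPKM was 0.92 in CK1, 0.893 in CK2, 0.901 in DS1 and 0.891 in DS2. The lower quartile lay between 0.286 in DS2 and 0.34 in CK1, and the upper quartile between 1.35 in CK2 and 1.37 in DS1. The medians of CK1 and CK2 lay nearly as far apart as those of CK1 and DS2. The median thus did not shift between CK and DS beyond the spread between replicates. The lower quartile was lower in both DS libraries (0.294 and 0.286) than in both CK libraries (0.34 and 0.307). From such distributions the paper concludes that the samples differed in few genes.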

Additionally, the RPKM values for all genes were compared between both the two DS replicates and the two CK replicates. There were significant correlations between the two CK replicates and the two DS replicates, with Pearson's correlation coefficients of the CK and DS groups of 0.82 and 0.99, respectively. 

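Across all 33215 transcripts on the linear FPKM scale, Pearson's r was 0.9942 between CK1 and CK2 and 0.9065 between DS1 and DS2. Resampling the transcripts 1000 times gave a 95% interval of 0.9907 to 0.9964 for CK and of 0.8805 to 0.9437 for DS, so the 2 intervals did not overlap. Transcripts are not independent replicates, and no test across samples was possible with 1 pair per condition. The choice of scale moved both values. Squaring r gave 0.9885 for CK and 0.8218 for DS, which was the largest change for DS, and log10 FPKM over the transcripts above 0 in both libraries gave 0.9548 for CK and 0.945 for DS, the largest change for CK. Spearman's rho was 0.9645 for CK and 0.9568 for DS. The paper takes the correlations between replicates as evidence that expression in the 2 libraries of each condition was similar.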

Scatter diagrams were created, in which the logarithmic RPKM values of each gene in the two replicates of each gene, in the two replicates of each treatment, were assigned as coordinate values of two axes, showed that all data points were distributed in the region of the diagonal (Figure S2). 

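Among the transcripts with an FPKM of at least 1 in both libraries of a condition, 21274 of 22626 (94%) differed by at most 2-fold between CK1 and CK2, and 20170 of 22060 (91.4%) between DS1 and DS2. Differences of more than 4-fold between replicates were found for 113 transcripts in CK and 197 in DS. The SD of the log2 ratio between replicates, over the tested transcripts, was 0.556 in CK and 0.66 in DS. On the scatter diagrams these are the points near and away from the diagonal. From their position the paper proposes that replicates were similar.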

These results suggested that the abundances and expression levels of genes in the two DS libraries and in the two CK libraries were similar.

The expression levels of DEGs between the two libraries were evaluated by detecting the sequence frequencies. Following data analysis, only transcripts with FDR < 0.01 and fold change > 2 were selected to represent differentially expressed genes. 

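With edgeR's quasi-likelihood test on all 4 libraries, 249 transcripts passed the paper's thresholds (adjusted p under 0.01 and more than 2-fold), 93 upregulated and 156 downregulated in DS. The smallest adjusted p in this fit was 0.00132. The paper names DESeq2, and with DESeq2 on the same rounded counts 1074 transcripts passed, 394 upregulated and 680 downregulated. The supplementary tables that could be read hold 1252 of the paper's DEG identifiers, and 245 of the 249 transcripts from edgeR and 893 of the 1074 from DESeq2 are among them. For all 1252, both DS values of FPKM lay on one side of both CK values. A direction is given in these tables for 927, of which 925 were tested, and the log2FC had the paper's sign for all 925. Across the 880 of these with a finite log2FC in the paper, Pearson's r between the paper's log2FC and the edgeR estimate was 0.999, a correlation across transcripts, which are not independent replicates. Of the 927, 193 passed the threshold in the edgeR fit and 661 with DESeq2. The number of DEGs thus depended on the test, while the direction did not. The paper chose its DEGs from these same 4 libraries, so their separation, sign and correlation follow largely from that choice. They give no independent support for the direction, and the same holds for groups of the paper's DEGs described below. The largest count came from edgeR's exact test with 1694 transcripts, 608 upregulated and 1086 downregulated, and the smallest from all 4 libraries came from limma-trend on log2(FPKM + 0.1) with 25. Downregulated transcripts outnumbered upregulated ones in each of these fits. With the replicate number as a block, a pairing taken from the library labels, 545 transcripts passed, 206 upregulated and 339 downregulated. Across the tested transcripts, the deviation of CK1 from CK2 had a correlation of 0.0603 with that of DS1 from DS2. Whether the labels stand for a true pairing is not known from the files.

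**Figure D1:**
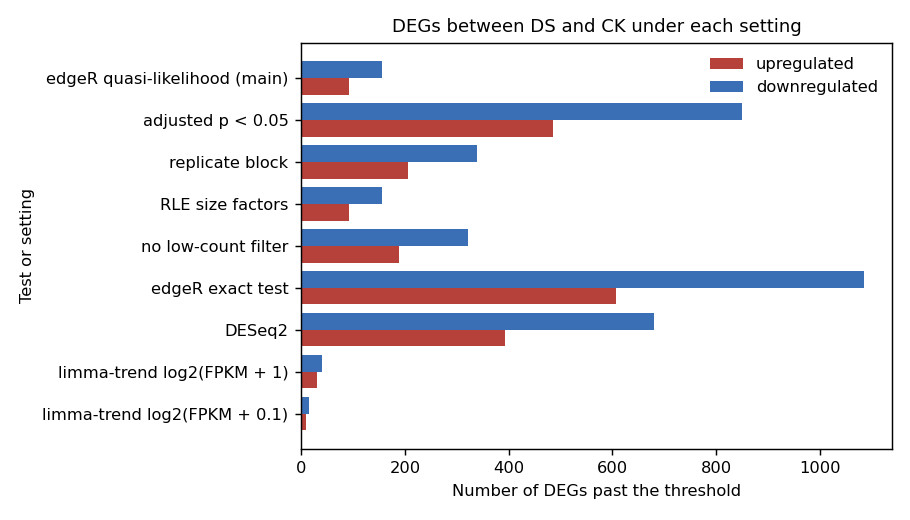
Number of DEGs past the threshold between DS and CK (horizontal axis) under each test or setting that used all 4 libraries (vertical axis), with separate bars for upregulated and downregulated transcripts. The edgeR quasi-likelihood fit gave 93 upregulated and 156 downregulated transcripts, DESeq2 394 and 680, and edgeR's exact test 608 and 1086.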

Based on these criteria, a total of 1292 DEGs were identified, including 409 (31.66%) upregulated genes and 883 (68.34%) downregulated genes (Figure 2, Table S2). 

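In the edgeR quasi-likelihood fit, 29 of the 249 DEGs had a log2FC beyond 4.32 in size, 5 upregulated and 24 downregulated. DESeq2 gave 99, with 35 upregulated and 64 downregulated. Low counts weigh heavily in this set: for the 29 transcripts the median of the mean count was 5.5 in the condition with lower expression and 246 in the other, and for the 99 from DESeq2 it was 1 and 54. The largest upregulation among the 29 edgeR DEGs was that of JP471986, annotated as the E3 ubiquitin-protein ligase RHA2A. Its expected counts were 4 in CK1, 7 in CK2, 448.19 in DS1 and 486.64 in DS2, a log2FC of 6.238 (standard error 0.258, adjusted p = 0.00165 from edgeR). The largest decreases among the 29 were in JP460556 and JP466084. JP460556, a B3 transcription factor, had 1266.21 and 1618.71 counts in CK and none in DS. JP466084 had 233.82 and 156 counts in CK and none in DS. JP458468, with 66 and 92.98 counts in CK, and JP466784, with 66 and 72.63, had none in DS either. Counts of JP456771 fell from 128.2 and 135.01 in CK to 1.47 and 0 in DS, and those of JP477955, annotated as a 21 kDa protein, from 151.09 and 207.35 to 3.19 and 0. The remaining 3 of the 10 largest changes among the 29 were B3 transcripts. The size of these changes depended on the pseudocount and on single libraries. On log2(FPKM + 1) with limma-trend, the log2FC of JP458468 was -1.715, against -9.382 in the edgeR fit. Without DS1, that of JP477955 was -10.51, against -6.922.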

Of the total DEGs, 126 showed more than 20-fold (∣log2FC∣ > 4.32) the expression differences, including 43 upregulated genes and 83 downregulated genes.

### 3.3. Functional Annotation and Classification of DEGs

To investigate the function of the 1292 DEGs, five databases were used to screen for sequence similarities. These databases included the NCBI Nr database, the Swiss-Prot protein database, the GO database, the KEGG database, and the COG database. The results indicated that 1255 (97.14%), 1067 (82.59%), 1105 (85.53%), 158 (12.23%), and 493 (38.16%) DEGs exhibited significant similarity to known genes in the five databases, respectively (Figure 3). Overall, 1258 (97.37%) DEGs, including 394 (31.32%) upregulated and 864 (68.68%) downregulated DEGs, exhibited similarities to known genes in the five databases (Table S2). This information provided a good reference for gene function analysis.

We used the COG database for genome-scale analysis of protein functions and evolution. A total of 416 DEGs were assigned to the 22 COG classifications, of which 6 COG classifications contained more than 50 DEGs (Figure 4). The 6 largest COG categories were “general function prediction only” (R, 133 DEGs, 31.197%), “carbohydrate transport and metabolism” (G, 60 DEGs, 14.92%), “replication recombination and repair” (L, 57 DEGs, 13.70%), “signal transduction mechanisms” (T, 57 DEGs, 13.70%), “transcription” (K, 56 DEGs, 13.46%), and “secondary metabolite biosynthesis, transport and catabolism” (Q, 55 DEGs, 13.22%).

### 3.4. GO and KEGG Enrichment of DEGs

The GO database is a tool for the unification of biology, providing structured, controlled vocabularies and classifications that cover several domains of molecular and cellular biology. Using GO analysis, a total of 1106 DEGs matching known genes were assigned to 53 functional terms of GO for biological processes, cellular components, and molecular function categories (Figure 5). The three GO categories enriched 1011, 997, and 933 DEGs, respectively (Table S3). Among these GO terms, “cellular process” (898 DEGs, 69.50%), “metabolic process” (855 DEGs, 66.18%), “response to stimulus” (744 DEGs, 57.59%), “biological regulation” (639 DEGs, 48.46%), and “developmental process” (514 DEGs, 39.78%) were the dominant biological process terms; “cell part” (937 DEGs, 72.52%), “cell” (908 DEGs, 70.28%), “organelle” (806 DEGs, 62.38%), and “membrane” (577 DEGs, 44.66%) were the dominant cellular component terms; and “binding” (680 DEGs, 52.63%) and “catalytic activity” (638 DEGs, 49.38%) were the most abundant molecular function terms. Additionally, the “transporter activity” and “receptor activity” GO terms enriched 104 (2.55%) and 33 (8.05%) DEGs, respectively.

Biological pathways play a key role in advanced genomics studies. The influence of drought stress on biological pathways in hemp was analyzed by enrichment analysis of DEGs. A total of 77 pathways (210 DEGs) were possibly influenced, out of which 11 pathways were significantly influenced (*P* value < 0.05) (Table 2). 

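The hypergeometric P value of the paper's formula was recomputed from the numbers in Table S4, in which 158 DEGs and 4540 genes have a KEGG annotation. Of the 77 pathways, 11 had a P value under 0.05. The lowest was that of photosynthesis with 1.47e-08, followed by phenylpropanoid biosynthesis (0.000167), cyanoamino acid metabolism (0.000545), carbon fixation in photosynthetic organisms (0.00235) and plant hormone signal transduction (0.00357). The highest of the 11 was inositol phosphate metabolism with 0.0428. After Benjamini-Hochberg adjustment over the 77 pathways, 4 remained under 0.05, namely photosynthesis (1.13e-06), phenylpropanoid biosynthesis (0.00643), cyanoamino acid metabolism (0.014) and carbon fixation (0.0452), and plant hormone signal transduction was at 0.055. These P values rest on the paper's list of DEGs. In the edgeR quasi-likelihood fit, 6 of the 15 DEGs of the hormone pathway passed the threshold, 3 of 14 in phenylpropanoid biosynthesis, 2 of 8 in cyanoamino acid metabolism, 0 of 9 in carbon fixation and 0 of 14 in photosynthesis. KEGG annotation of transcripts outside the paper's DEGs is not in the files analysed here, so the enrichment could not be recomputed for another list.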

Among the 11 pathways, the top five most significantly influenced pathways were plant hormone signal transduction (ko04075), phenylpropanoid biosynthesis (ko00940), cyanoamino acid metabolism (ko00460), carbon fixation in photosynthetic organisms (ko00710), and plant hormone signal transduction (ko00475). The plant hormone signal transduction pathway enriched the most DEGs (15), distributed in the abscisic acid (ABA) (8), auxin (5), jasmonic acid (1), and salicylic acid (1) metabolic pathways (Table S4). Of the 15 DEGs that were differentially regulated by drought stress, 7 DEGs were upregulated and 8 DEGs were downregulated. 

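All 15 transcripts of this pathway were tested, and 7 had a positive and 8 a negative log2FC, with both DS values of FPKM outside the range of both CK values for each of the 15. In the edgeR quasi-likelihood fit, 6 passed the threshold, 5 of them upregulated and 1 downregulated. The log2FC ran from -2.606 for the ABA receptor PYL4 (JP449530) to 3.108 for PP2C-6 (JP455237). The adjusted p had a median of 0.0186 and a maximum of 0.068. The number past the threshold moved most with edgeR's exact test, by which all 15 passed, and 13 passed with DESeq2. Fits without a library leave a single library in a condition, so their numbers past the threshold are not compared here.

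**Figure D2:**
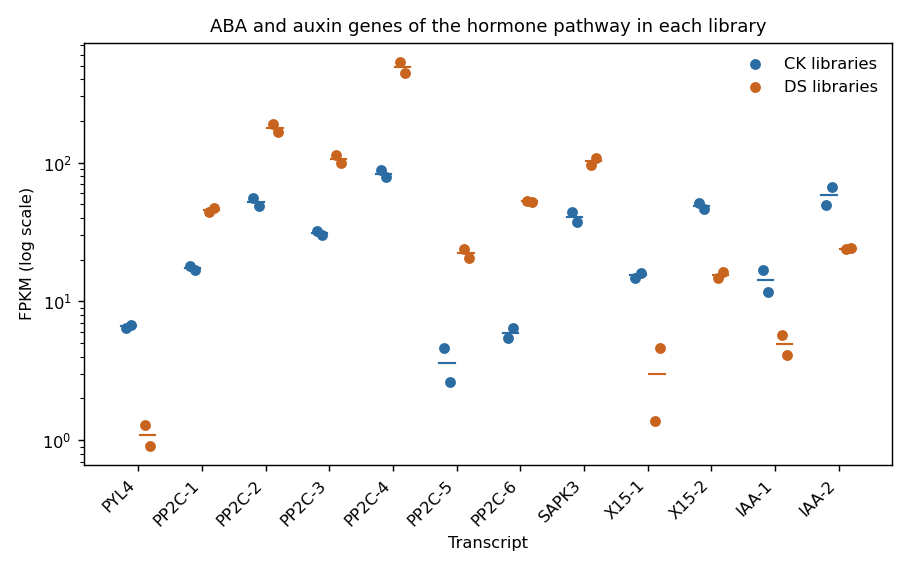
FPKM on a log scale (vertical axis) of the 8 ABA and 4 of the 5 auxin transcripts of the hormone pathway (horizontal axis) in the CK and DS libraries. Each point is a library and each line the mean of 2 libraries, and for all 12 transcripts the DS points lie outside the range of the CK points.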

Interestingly, all the DEGs in the auxin, jasmonic acid, and salicylic acid metabolic pathways were significantly downregulated. 

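The 5 auxin transcripts had log2FC values from -2.379 to -1.306. The auxin-induced protein X15-2 (JP472037) was the only one past the threshold in the edgeR quasi-likelihood fit, with FPKM values of 48.68 ± 3.41 (SD, n = 2) in CK and 15.56 ± 1.07 (SD, n = 2) in DS and a log2FC of -1.67 (standard error 0.161, edgeR adjusted p = 0.00778). X15-1 (JP473847) had the largest decrease and also the largest error, -2.379 ± 0.602 (log2FC and standard error, edgeR adjusted p = 0.068), since its FPKM in DS was 3 ± 2.29 (SD, n = 2). For the auxin transporter-like protein 2 (JP466302) the log2FC was -1.319 (edgeR adjusted p = 0.0193). The jasmonic acid pathway was represented by TIFY 6B (JP458236), with 22.53 ± 1.43 FPKM in CK and 11.28 ± 2.16 in DS (SD, n = 2 each) and a log2FC of -1.022 (edgeR adjusted p = 0.037). The salicylic acid pathway was represented by TGA7 (JP475833), with 31.04 ± 7.04 FPKM in CK and 14.93 ± 1.03 in DS (SD, n = 2 each) and a log2FC of -1.079 (edgeR adjusted p = 0.0284). DESeq2 gave the same directions, with adjusted p-values of 0.0099 for TIFY 6B and 0.000951 for TGA7. The choice that moved these values most was leaving out DS2, with which the log2FC of X15-1 became -3.508. The paper sets this common direction against that of the ABA pathway.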

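Of the 8 ABA transcripts, 7 were upregulated and 1, PYL4, was downregulated. The 6 protein phosphatase 2C transcripts had log2FC values between 1.367 and 3.108, and 5 of them passed the threshold in the edgeR quasi-likelihood fit. The largest change was in PP2C-6 (JP455237), whose FPKM rose from 5.895 ± 0.686 in CK to 52.5 ± 0.926 in DS (SD, n = 2 each; log2FC 3.108, standard error 0.251, edgeR adjusted p = 0.00501). PP2C-4 (JP477418) was the most abundant, with 83.37 ± 6.26 FPKM in CK and 484.7 ± 65.6 in DS (SD, n = 2 each; log2FC 2.51, standard error 0.149, edgeR adjusted p = 0.00299). PP2C-5 (JP469562) missed the threshold with an edgeR adjusted p of 0.0389, and its FPKM of 3.61 ± 1.37 in CK (SD, n = 2) differed most between replicates relative to the mean. The kinase SAPK3 (JP477935) had a log2FC of 1.295 (standard error 0.142, edgeR adjusted p = 0.0101). PYL4 (JP449530) went the other way, from 6.605 ± 0.247 FPKM in CK to 1.095 ± 0.262 in DS (SD, n = 2 each; log2FC -2.606, standard error 0.367, edgeR adjusted p = 0.0186). Of all alternatives, limma-trend on log2(FPKM + 1) changed PYL4 most, to -1.865.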

In contrast, the DEGs in the ABA metabolic pathway were significantly upregulated. The photosynthesis pathway was the most significantly enriched pathway, with the lowest *P* value. 

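The hypergeometric P value recomputed from Table S4 was 1.47e-08 for photosynthesis (ko00195), from 14 DEGs among 62 annotated genes, and 1.13e-06 after Benjamini-Hochberg adjustment over 77 pathways. The next lowest P value was 0.000167, for phenylpropanoid biosynthesis with 14 DEGs among 132 genes. For the antenna proteins (ko00196), with 4 DEGs among 25 genes, it was 0.0101. By the order of the P values, the paper ranks photosynthesis first.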

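All 14 photosynthesis transcripts and all 4 antenna protein transcripts had lower FPKM in both DS libraries than in both CK libraries. The log2FC ranged from -1.976 to -1.067 for photosynthesis and from -2.712 to -1.451 for the antenna proteins. None of the 18 passed the threshold in the edgeR quasi-likelihood fit, in which their adjusted p lay between 0.0301 and 0.0921. Oxygen-evolving enhancer protein 1 (JP458507), for example, had 23592.2 and 31456.4 counts in CK1 and CK2, and 8645.39 and 14682.7 in DS1 and DS2 (log2FC -1.362, standard error 0.315, edgeR adjusted p = 0.0552). Ferredoxin (JP470552) had the largest decrease among the 14, from 449.3 ± 57.6 FPKM in CK to 115.6 ± 58.1 in DS (SD, n = 2 each; edgeR adjusted p = 0.035). Among the antenna proteins it was a chlorophyll a-b binding protein (JP480179), from 397.3 ± 65.9 to 61.24 ± 38.8 FPKM (SD, n = 2 each; edgeR adjusted p = 0.0301). Expression was lower in DS1 than in DS2 for all 18, by a median of 1.06 on the log2 scale, and lower in CK1 than in CK2 for 17 of the 18, by a median over the 18 of 0.214. With the replicate number as a block, a pairing taken from the labels, 4 of the 18 passed. Among the fits with all 4 libraries, the largest change came from edgeR's exact test, by which all 18 passed, while 11 passed with DESeq2. Each library was assumed to be pooled over tissues, and different proportions of tissues in the pools could shift these transcripts together. This could not be tested. From the common direction of these DEGs the paper concludes that drought reduced photosynthesis.

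**Figure D3:**
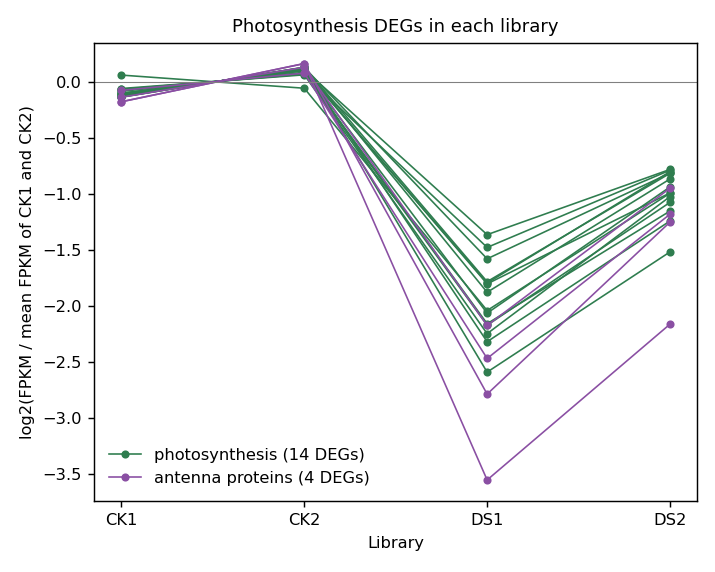
log2 of FPKM relative to the mean of CK1 and CK2 (vertical axis) in each of the 4 libraries (horizontal axis), with a line for each of 14 photosynthesis and 4 antenna protein DEGs. All 18 lines lie below 0 in DS1 and in DS2, and lower in DS1.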

All DEGs enriched by the photosynthesis pathway (ko00195), and photosynthesis–antenna proteins (ko00196), were downregulated, indicating that photosynthesis in drought-stressed hemp was reduced. All DEGs enriched in cyanoamino acid metabolism, and most of the DEGs enriched by phenylpropanoid biosynthesis and carbon fixation in photosynthetic organisms, were downregulated, with ratios of 12/14 and 8/9, respectively. 

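In cyanoamino acid metabolism all 8 transcripts had a negative log2FC, from -4.216 to -1.022, and 2 passed the threshold of the edgeR quasi-likelihood fit. In phenylpropanoid biosynthesis 12 of 14 were lower in DS, and 3 passed. The 2 upregulated ones were peroxidase 47 (JP451483), with a log2FC of 1.66 (edgeR adjusted p = 0.018), and shikimate O-hydroxycinnamoyltransferase (JP481440), with 1.591 (edgeR adjusted p = 0.0125). In carbon fixation 8 of 9 were lower in DS and none passed, with adjusted p-values between 0.0174 and 0.0837. The small chain of ribulose bisphosphate carboxylase (JP470501) was the most abundant of these. Its FPKM fell from 12190 ± 324 in CK to 1462 ± 1010 in DS (SD, n = 2 each; log2FC -3.07, standard error 0.538, edgeR adjusted p = 0.0314). Phosphoenolpyruvate carboxykinase (JP473866) was the upregulated one, with 0.89 and 4.86 counts in CK and 43.25 and 25.38 in DS (log2FC 3.309, standard error 0.701, edgeR adjusted p = 0.0452). Beyond the direction, the number past the threshold depended on the test. DESeq2 passed 8 of 8, 13 of 14 and 4 of 9 in the 3 pathways. With the replicate number as a block, a pairing taken from the labels, 4 of 8, 6 of 14 and 3 of 9 passed. Different proportions of tissues in the assumed pools could also contribute to such changes and were not tested. The paper infers from these ratios that the 3 pathways were suppressed.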

These results suggest the three pathways were significantly suppressed.

### 3.5. Identification of Genes Responding to Drought Stress

To identify drought stress-responding genes in hemp, DEGs with the following characteristics were analyzed: (1) involvement in significantly influenced GO terms and KEGG pathways, (2) connection to a biological process related to water deprivation and desiccation and stomatal movement, and (3) exhibition of a higher fold change (>20) in differential expression. 

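All transcripts listed in Table S5 for these 3 processes were tested. Of the 94 for response to water deprivation, 44 had a positive and 50 a negative log2FC, and 30 passed the threshold of the edgeR quasi-likelihood fit, 22 upregulated and 8 downregulated. Of the 22 for response to desiccation, 9 were higher and 13 lower in DS, and 6 passed, 3 in each direction. For regulation of stomatal movement, 9 of 29 were higher and 20 lower, and 15 passed, 7 upregulated and 8 downregulated. The adjusted p had a median of 0.0167 in each of the first 2 sets and of 0.00902 in the last. Choosing DESeq2 in place of edgeR raised the counts past the threshold to 72 of 94, 19 of 22 and 24 of 29.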

Of the significantly influenced biological processes (*P* value < 0.05) related to water stress, response to water deprivation (GO: 0009414), response to desiccation (GO: 0009269), and regulation of stomatal movement (GO: 0010119) enriched 94, 22, and 29 DEGs, respectively. Moreover, the DEGs with a high ratio or higher fold change in expression included peroxidase (POD), glycine-rich protein (GRP), expansin, nitrate transporter, *β*-amylase 1 (BAM), laccase, protein phosphatase 2C (PP2C), and a variety of transcription factors (TFs) (Table S5). 

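The glycine-rich protein 3 (JP470457) rose from 9.095 ± 3.29 FPKM in CK to 227.5 ± 97 in DS (SD, n = 2 each; log2FC 4.619, standard error 0.387, edgeR adjusted p = 0.00511). Of 7 expansin transcripts, 6 were lower in DS and 5 of these passed the threshold of the edgeR quasi-likelihood fit. The largest decreases were in expansin-A8 (JP449724), with a log2FC of -3.347 (standard error 0.346, edgeR adjusted p = 0.00876), and in expansin-B17 (JP465859), with -3.206 (standard error 0.252, edgeR adjusted p = 0.00484). Expansin-like A1 (JP478480) was the 1 that increased. Among the 6 nitrate transporters, 5 were lower in DS and 1, nitrate transporter 1.4 (JP458555), was higher with a log2FC of 2.624 (standard error 0.218, edgeR adjusted p = 0.00507). Nitrate transporter 1.1 (JP479854) had no reads in DS and 2.34 ± 0.905 FPKM in CK (SD, n = 2), and nitrate transporter 1.2 (JP460208) had a log2FC of -3.233 with a standard error of 1. Other transcripts annotated as nitrate transporter 1.1 kept reads in DS1 and DS2, with 19.47 and 16.48 counts for JP453792 and 36.94 and 57.56 for JP478586. Of 14 peroxidases annotated by Swiss-Prot, 13 were lower in DS and 3 passed. Peroxidase 3 (JP457595) fell from 2.94 ± 1.27 FPKM in CK to no reads in DS (SD, n = 2; edgeR adjusted p = 0.0259). The 4 laccases had log2FC values from -6.798 to -1.631, and none passed, with edgeR adjusted p-values between 0.0146 and 0.0378. Laccase-7 (JP460306), at the low end, had an FPKM of 0.655 ± 0.163 in CK (SD, n = 2) and no reads in DS, a level near the limit of the depth. With DESeq2, 6 of the 7 expansins, 4 of the 6 nitrate transporters, 12 of the 14 peroxidases and 2 of the 4 laccases passed. Values of rare transcripts depended on the processing. The log2FC of nitrate transporter 1.1 (JP479854) moved most, from -8.608 to -1.713 on log2(FPKM + 1) with limma-trend, where that of laccase-7 (JP460306) was -0.7233. Without DS2, that of nitrate transporter 1.2 (JP460208) was -9.447. Counts of JP460208 in DS1 and DS2 were 0 and 18.53, and those of JP456469, with the same annotation, were 14.27 and 0. Shared reads could have gone to either transcript, which was not tested. The paper selects these groups as candidates for the drought response by their share of DEGs or their fold change.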

Among the significantly enriched pathways, DEGs with a high ratio or higher fold change in expression included POD, inositol oxygenase, *β*-glucosidase, and (R)-mandelonitrile lyase (Table S4).

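The 2 inositol oxygenase transcripts were upregulated and passed the threshold of the edgeR quasi-likelihood fit. Inositol oxygenase 1 (JP477165) rose from 1.84 ± 0.552 FPKM in CK to 32.31 ± 14.6 in DS (SD, n = 2 each; log2FC 4.105, standard error 0.407, edgeR adjusted p = 0.00827). A probable inositol oxygenase (JP472927) rose from 40.06 ± 8 to 190.2 ± 16.2 FPKM (SD, n = 2 each; log2FC 2.224, standard error 0.178, edgeR adjusted p = 0.00501). The 3 β-glucosidases were lower in DS, and β-glucosidase 46 (JP451523), at 32.59 ± 0.318 FPKM in CK and 10.22 ± 0.764 in DS (SD, n = 2 each), passed with an edgeR adjusted p of 0.00507. β-Glucosidase 12 (JP451498) had a log2FC of -2.786 and β-glucosidase 44 (JP453142) of -2.627, at edgeR adjusted p-values of 0.0131 and 0.0235. The 3 (R)-mandelonitrile lyase 1 transcripts (JP453888, JP455385 and JP477093) had log2FC values from -4.216 to -3.884, and none passed, with edgeR adjusted p-values from 0.0121 to 0.0235. Their expected counts were at most 54.18 in CK and at most 4 in DS, and reads could have been split among these 3 similarly annotated transcripts by the counting. All 3 passed with DESeq2, whereas with limma-trend on log2(FPKM + 1) the log2FC of JP455385 shrank to -1.946. The paper singles out these groups for their fold change within the enriched pathways.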

A total of 51 transcription factors (TFs), including 20 upregulated and 31 downregulated TFs, were identified to be significantly differentially expressed under drought stress (Table 3). 

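Table S6 has 51 entries with 50 distinct transcripts. Of the 50, 20 had a positive and 30 a negative log2FC in DS, all with both DS values of FPKM outside the CK range, and the log2FC ran from -13.57 to 7.896. Of these, 8 passed the threshold of the edgeR quasi-likelihood fit, 2 upregulated and 6 downregulated, and the median adjusted p was 0.0246. Most of the others were between an adjusted p of 0.01 and 0.05, since 45 passed with the latter as the limit. DESeq2 passed 35 and the fit with the replicate number as a block passed 18. Among the fits with all 4 libraries, the number ran from 2 with limma-trend on log2(FPKM + 0.1) to 49 with edgeR's exact test.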

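The 3 transcripts annotated as NAC in the supplementary tables had log2FC values of 1.179 for NAC2 (JP458424), 1.769 for NAC29 (JP451694) and 3.189 for NAC72 (JP472894). Of 7 MYB transcripts, 4 were higher and 3 lower in DS, with log2FC values from -1.606 to 2.594, and none passed the threshold of the edgeR quasi-likelihood fit, where the smallest adjusted p was 0.0113. Of 5 HD-Zip transcripts, 3 were higher and 2 lower, and ATHB-12 (JP467131) passed with 87.05 ± 5.43 FPKM in CK and 251.9 ± 30.3 in DS (SD, n = 2 each; edgeR adjusted p = 0.00674). The 5 B3 transcripts had log2FC values from -13.57 to -6.437, and 4 passed. The 2 KNOX transcripts had -1.172 (JP466434) and -0.9994 (JP476256), with edgeR adjusted p-values of 0.0468 and 0.049. Of the 2 C2H2L transcripts, MAGPIE (JP467153) was lower with a log2FC of -1.127 and ZAT12 (JP469970) was higher with 1.261 (edgeR adjusted p-values 0.0333 and 0.024). Of 6 transcripts listed as bHLH, 4 were lower, and bHLH48 (JP474588) passed with 42.55 ± 0.0778 FPKM in CK and 10.8 ± 0.0778 in DS (SD, n = 2 each; edgeR adjusted p = 0.00325). Among these 4, JP461037 (log2FC -1.121) is annotated as Kinesin-like protein NACK2, so not all of them are bHLH by annotation. With DESeq2 in place of edgeR, all 7 MYB transcripts passed.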

Among these TFs, all 3 *NAC* genes, 4/7 *MYB* genes, and 3/5 *HD-Zip* genes were upregulated, while all 5 *B3* (B3 domain-containing transcription factor), 2 *KNOX* genes, 2 C2H2L genes, and 4/6 bHLH genes were downregulated (Table S6).

### 3.6. Analysis of DEGs by qRT-PCR

To validate DEGs identified by RNA-Seq, the expression pattern of 12 genes in drought-stressed hemp was studied by qRT-PCR. Among these genes, 8 (*PYL4*, *PP2C-1* to *PP2C-6*, and *SAPK3*) were ABA metabolism-related genes, and 4 (*X15-1*, *X15-2*, *IAA-1*, and *IAA-2*,) were auxin metabolism-related genes. 

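In the RNA-Seq data, 7 of these 12 transcripts had a positive log2FC and 5 a negative one. The positive values were 1.367 for PP2C-1, 1.736 for PP2C-2, 1.748 for PP2C-3, 2.51 for PP2C-4, 2.578 for PP2C-5, 3.108 for PP2C-6 and 1.295 for SAPK3. The negative values were -2.606 for PYL4, -2.379 for X15-1, -1.67 for X15-2, -1.561 for IAA-1 and -1.306 for IAA-2. In the edgeR quasi-likelihood fit 6 of the 12 passed the threshold, and the median adjusted p over all 12 was 0.00893. For each of the 12, the difference between CK and DS was larger than the range within either condition. With DESeq2, 10 passed. The qRT-PCR values are not in the files analysed here. The paper compares the direction of change of each gene in the 2 assays.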

The results showed that 7 genes were upregulated and 5 genes were downregulated, and this trend in the change of gene expression was consistent with that detected by RNA-Seq (Figure 6). In addition, there was a strong correlation (Pearson correlation coefficient of *R* = 0.777) between the qRT-PCR and RNA-Seq data. To investigate the relevance of the 8 ABA metabolism-related genes to drought stress, expression profiles of these genes at 3 h and 6 h after ABA treatment in hemp were also studied by RT-PCR. As shown in Figure 7, the expression of 7 genes of *PP2C* and *SAPK3* were upregulated, and a *PYL4* gene was suppressed in ABA-treated hemp plants (Figure 7), which was in accordance with analysis obtained from drought-stressed hemp. These results signify that ABA may play an important role in regulating the response of hemp to drought stress.

## 4. Discussion

### 4.1. Identification of 1292 Genes Responded to Drought Stress in Hemp

Drought stress is one of the most important environmental factors limiting hemp growth; however, the mechanism of hemp tolerance to drought stress remains unclear. China, as the country with the largest population worldwide, needs more irrigable farmland to grow grain crops to ensure food security; thus, hemp has been mainly planted on un-irrigable dry land and hill slopes. It is vital to study the drought stress response mechanisms of hemp to know how cultivars have adapted to thrive under adverse conditions. However, few studies have focused on identifying the drought response genes and regulatory mechanism of hemp. In this study, a total of 1292 potential drought stress-responsive genes were identified in hemp using RNA-Seq technology. Out of these genes, 1258 (97.37%) were annotated by the five widely used databases (Table S2). These potential drought stress-responsive genes are expected to be useful for investigating the molecular mechanisms of hemp drought tolerance.

### 4.2. Dramatic Changes of Hemp in Response to Drought Stress

Drought stress induces a range of physiological and biochemical responses in plants. These responses include the repression of cell growth and photosynthesis and the activation of respiration [36]. Similar responses occurred in hemp. For example, most DEGs enriched in significantly influenced biological processes involved in cell growth were downregulated (cell wall modification involved in multidimensional cell growth, GO:0042547; multidimensional cell growth, GO:0009825), photosynthesis (photosynthesis, light reaction, GO:0019684; photosynthesis, GO:0015979; photosynthesis, light harvesting, GO:0009765; regulation of photosynthesis, GO:0010109) (Table S2). 

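For cell wall modification involved in multidimensional cell growth, 9 of 10 transcripts were lower in DS and 4 passed the threshold of the edgeR quasi-likelihood fit, all downregulated. For multidimensional cell growth, 31 of 38 were lower, and 10 passed, 7 of them downregulated. For the light reaction of photosynthesis, 20 of 21 were lower, and the 5 that passed were downregulated. For photosynthesis, 13 of 15 were lower, and the 1 that passed was upregulated. All 4 light harvesting transcripts were lower and none passed. The single transcript for regulation of photosynthesis had a log2FC of -1.927 (edgeR adjusted p = 0.00548). The median log2FC was -2.71 for cell wall modification and -1.701 for the light reaction. DESeq2 passed 9 of 10, 35 of 38, 16 of 21, 11 of 15, 1 of 4 and 1 of 1 in the order above. The number rose for every term but the last, which stayed the same. The paper takes the share of downregulated DEGs in these terms as a sign that cell growth and photosynthesis were repressed. Whether different proportions of tissues in the assumed pools played a part was not tested.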

Additionally, almost all the genes related to photosynthesis and the photosynthesis-related pathways were downregulated. Photosynthesis is a process used by plants and other organisms to convert light energy into chemical energy, which provides plants with the food and energy they need to grow. Our results indicated that drought noticeably altered energy metabolism to avoid damaging hemp. This phenomenon has also been documented in other higher plants [37]. It is shown that some plant growth-related processes were suppressed and a series of responses were activated to facilitate the survival of hemp under drought stress.

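The 3 pathways together hold 19 distinct transcripts, since several belong to more than 1 pathway, and 17 of them were lower in DS. In phenylalanine metabolism 7 of 8 were lower and 2 passed the threshold of the edgeR quasi-likelihood fit. Over the 19, the log2FC ran from -8.455 to 1.66 and 4 transcripts passed, all downregulated. The most negative value belonged to aldehyde dehydrogenase family 2 member C4 (JP482063), which had 48 and 34 counts in CK and none in DS (edgeR adjusted p = 0.0185). L-3-cyanoalanine synthase 1 (JP478808) was among those that passed, with 65.17 ± 5.26 FPKM in CK and 25.73 ± 1.42 in DS (SD, n = 2 each; log2FC -1.367, standard error 0.139, edgeR adjusted p = 0.00855). With DESeq2, 18 of the 19 passed.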

Most DEGs involved in biosynthesis of secondary metabolites (phenylpropanoid biosynthesis) and amino acid metabolism (phenylalanine metabolism and cyanoamino acid metabolism) were significantly downregulated, suggesting that these pathways were also suppressed. 

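Phenylpropanoid biosynthesis and phenylalanine metabolism have 22 entries in Table S4, of which 16 are peroxidases by their Swiss-Prot annotation. These 16 entries are 8 distinct transcripts, each listed in both pathways. Of the 8, 7 were lower in DS and 1, peroxidase 47 (JP451483), was higher with a log2FC of 1.66. Peroxidase 72 (JP478130) fell from 66.19 ± 16.6 FPKM in CK to 8.965 ± 1.72 in DS (SD, n = 2 each; log2FC -2.904, standard error 0.245, edgeR adjusted p = 0.00517). A transcript annotated as peroxidase 3 (JP467478) fell from 69.64 ± 14.7 to 16.82 ± 0.983 FPKM (SD, n = 2 each; log2FC -2.075, standard error 0.173, edgeR adjusted p = 0.00507). These 2 passed the threshold of the edgeR quasi-likelihood fit, and 7 of the 8 passed with DESeq2. The largest decrease was in peroxidase 27 (JP454795), with 73 and 51 counts in CK and 3 and 4 in DS. Peroxidases form a large family, and reads shared between close copies could not be separated here.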

Among these DEGs, 16 of 22 were peroxidase homologs of hemp. POD is an important antioxidant enzyme in ROS metabolism. ROS is always enhanced when plants suffer drought stress [38]. A decrease of POD activities in drought-stressed hemp implied the decrease in scavengers of ROS, thus resulting in the steady state of cellular ROS breaks and an increase of ROS in hemp.

Interestingly, in the “ascorbate and aldarate metabolism” and “inositol phosphate metabolism” pathways, more DEGs (5 and 4, resp.) were upregulated and limited DEGs (1 and 1, resp.) were downregulated. 

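In ascorbate and aldarate metabolism 4 of 5 transcripts were higher in DS, with log2FC values up to 4.105, and 3 passed the threshold of the edgeR quasi-likelihood fit. In inositol phosphate metabolism 5 of 6 were higher and 2 passed. L-ascorbate peroxidase 2 (JP458947) rose from 11.35 ± 2.57 FPKM in CK to 58.44 ± 13.1 in DS (SD, n = 2 each; log2FC 2.334, edgeR adjusted p = 0.0102), and an aldehyde dehydrogenase of family 7 (JP476977) from 94.84 ± 2.24 to 318.5 ± 58.7 (SD, n = 2 each; log2FC 1.716, edgeR adjusted p = 0.00655). The downregulated ones were the thylakoid lumenal 29 kDa protein (JP477580), with a log2FC of -1.137 (edgeR adjusted p = 0.0678), and phosphoinositide phospholipase C 4 (JP451848), with -1.478 (edgeR adjusted p = 0.0106). A phosphatidylinositol 4-kinase alpha transcript (JP463010) had only 4 and 0 counts in CK and 20 and 24 in DS, so its log2FC of 3.221 had a standard error of 0.989. With DESeq2, 5 of 5 and 5 of 6 passed.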

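Of the upregulated transcripts of the 2 pathways, 2 are annotated as inositol oxygenase, and both belong to both pathways. JP477165 had 20 and 15 counts in CK1 and CK2 and 455 and 227.01 in DS1 and DS2. JP472927 had 503.77 and 438 counts in CK and 2340.86 and 2556.17 in DS. Their log2FC values were 4.105 and 2.224 in the edgeR quasi-likelihood fit, with adjusted p-values of 0.00827 and 0.00501. The inositol-3-phosphate synthase (JP458083) rose from 31.45 ± 1.9 FPKM in CK to 79.5 ± 16.4 in DS (SD, n = 2 each; log2FC 1.317, standard error 0.187, edgeR adjusted p = 0.0188). The adjusted p of the synthase was 6.9e-07 with DESeq2. On log2(FPKM + 1) with limma-trend the log2FC of JP477165 was 3.493, the largest shift among these transcripts. The paper reasons from these genes that D-glucuronate synthesis from inositol was upregulated.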

The upregulated genes contained 3 inositol oxygenase homologs and an inositol-3-phosphate synthase homolog of hemp (Table S5). Among the two pathways, the same upregulated pathway was D-glucuronate synthesis. D-glucuronate is directly synthesized from inositol and is used in the production of cell wall components, glycoproteins, gums, and mucilage. Inositol itself and these methylated derivatives increase in some animal and plant cells, in association with high external NaCl concentrations and dehydration [4, 39]. *OsMIOX*, a myo-inositol oxygenase gene, has been shown to improve drought tolerance of rice [40]. Thus, D-glucuronate synthesis and inositol may be important in the hemp drought response.

### 4.3. Changes of Genes Involved in Sucrose/Starch Synthesis and Cell Wall Plasticity

It has been reported that genes involved in sucrose\starch metabolism are always affected by water stress during grain filling in some crops [41, 42]. In the drought-stressed hemp, the starch and sucrose metabolism (ko00500) pathway (enriched 3 upregulated and 7 downregulated DEGs) was not significantly influenced (*P* value > 0.05). 

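The recomputed hypergeometric P value of this pathway was 0.0709, from 10 DEGs among 170 annotated genes, and 0.358 after Benjamini-Hochberg adjustment over 77 pathways. Of the 10 transcripts, 3 had a positive and 7 a negative log2FC, from -2.786 to 3.001, and 2 downregulated ones passed the threshold of the edgeR quasi-likelihood fit. With DESeq2, 8 of the 10 passed. From the P value the paper concludes that the pathway was not significantly influenced.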

No starch synthesis-related enzyme, such as sucrose transporter, sucrose synthase, starch synthase, and branching enzyme of hemp, were significantly differentially expressed in drought-stressed hemp. 

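The 3 β-amylase 1 transcripts had positive log2FC values in DS. JP454133 rose from 30.01 ± 0.721 FPKM in CK to 78.88 ± 0.24 in DS (SD, n = 2 each; log2FC 1.367, standard error 0.112, edgeR adjusted p = 0.00507). JP472636 rose from 4.9 ± 0.156 to 12.98 ± 0.106 FPKM (SD, n = 2 each), with nearly the same log2FC of 1.378 but an edgeR adjusted p of 0.0102 at its lower counts. JP479152 was the least abundant, at 0.655 ± 0.0354 FPKM in CK and 3.715 ± 1.53 in DS (SD, n = 2 each), with a log2FC of 2.486 (standard error 0.418, edgeR adjusted p = 0.0281). All 3 passed with DESeq2. The pseudocount mattered for JP479152, whose log2FC was 1.471 on log2(FPKM + 1) with limma-trend. A transcript annotated as β-amylase without a number (JP475062) had a log2FC of -1.434 (edgeR adjusted p = 0.0596). Reads shared between the β-amylase 1 transcripts could not be separated here.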

However, three *β*-amylase 1 homologs of hemp were upregulated. During osmotic stress, starch can be degraded by stress-activated *β*-amylase 1 to release sugar and sugar-derived osmolytes [43]. Simply put, under drought stress, starch degradation was increased in hemp plants.

Plant cell walls are complex structures composed of cellulose, hemicellulose, pectin, protein, lignin, and various inorganic compounds. Cell wall plasticity has been reported to be related to activities of xylosyltransferase and cellulose synthesis inhibitors [44]. The content of xyloglucan in a cell well affects the mechanical properties of a plant [45]. GO analysis showed that most of the DEGs involved in xyloglucan and cellulose biosynthetic processes, and metabolic processes (GO:0030243, GO:0030244, GO:0010411, GO:0009969, GO:0030244, and GO:0052541), were downregulated. 

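The 5 distinct terms hold 29 distinct transcripts in the readable tables, of which 21 were lower and 8 higher in DS. In the edgeR quasi-likelihood fit 8 passed the threshold, 7 downregulated and 1 upregulated. Cellulose metabolic process had 2 of 3 lower, and cellulose biosynthetic process had 9 of 11 lower. Xyloglucan metabolic process had 3 of 5 lower, and the single transcript for xyloglucan biosynthetic process was higher with a log2FC of 1.15 (edgeR adjusted p = 0.0174). Of 9 transcripts for plant-type cell wall cellulose metabolic process, 7 were lower and 5 passed. With DESeq2, 26 of the 29 passed. The paper proposes from the share of downregulated DEGs that synthesis and metabolism of xyloglucan and cellulose were reduced.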

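Zeatin O-xylosyltransferase (JP453993) fell from 21.09 ± 1.25 FPKM in CK to 5.02 ± 0.113 in DS (SD, n = 2 each; log2FC -2.092, standard error 0.153, edgeR adjusted p = 0.00404). Xylosyltransferase 1 (JP476370) rose from 8.03 ± 0.226 to 17.62 ± 3.25 FPKM (SD, n = 2 each; log2FC 1.105, standard error 0.169, edgeR adjusted p = 0.023). The decrease passed the threshold of the edgeR quasi-likelihood fit and the increase did not, and both passed with DESeq2. With each library left out in turn, the log2FC stayed between -2.196 and -2.028 for the former and between 0.9497 and 1.256 for the latter.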

In addition, a zeatin O-xylosyltransferase and a xylosyltransferase 1 homolog of hemp were down- and upregulated, respectively, under drought stress, while the fold change of the former was higher than that of the latter. These data suggest that synthesis and metabolism of xyloglucan and cellulose may be reduced, and the cell wall plasticity was weakened.

### 4.4. Transcription Factors Responding to Drought Stress

Transcription factors are master regulators that control gene clusters. Recent studies demonstrated that many TFs, such as *AP2/ERF*, *NAC*, *HD-Zip*, and *WRKY*, have important roles in response to abiotic stresses in plants [46, 47]. In the drought-stressed hemp, 51 DEGs of families including *bHLH*, *MYB*, *NAC*, *WRKY*, and *AP2/ERF* were identified. 

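The 5 B3 transcripts had log2FC values from -13.57 to -6.437 in the edgeR quasi-likelihood fit, whose size rests on edgeR's prior count where DS had few or no reads. JP460556, annotated as VRN1, had 1266.21 and 1618.71 counts in CK1 and CK2 and none in either DS library (FPKM 158.5 ± 11.3, SD, n = 2, in CK; edgeR adjusted p = 0.00132). Another transcript annotated as VRN1, JP458752, had 127.55 and 133.46 counts in CK and 1.01 and 0 in DS (log2FC -7.845, standard error 0.55, edgeR adjusted p = 0.00355). JP472663, annotated as REM15, had 249.94 and 366.91 counts in CK and 3 and 1.64 in DS (log2FC -7.012, standard error 0.323, edgeR adjusted p = 0.002). JP482298, annotated as REM19, had 197.59 and 293.78 counts in CK and 5 and 1.36 in DS (log2FC -6.437, standard error 0.439, edgeR adjusted p = 0.00355). The last, JP472662, had only 14 and 16.2 counts in CK and none in DS, and missed the threshold (edgeR adjusted p = 0.0331), and so few counts cannot show a fall of 20-fold. A library of this depth cannot show abundances under 0.304 to 0.361 CPM, so absence from DS was not established beyond that level. The pseudocount moved these values most. With limma-trend on log2(FPKM + 1) the log2FC was -3.755 for JP458752, -4.165 for JP482298 and -2.53 for JP472662, all less than 20-fold, and -7.315 for JP460556 and -4.977 for JP472663. With 1 added, the mean CK FPKM of 13.11 for JP458752 and 4.775 for JP472662 cannot fall by 20-fold, even to no reads. For JP458752 and JP472662 this setting therefore cannot decide about the 20-fold limit.

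**Figure D4:**
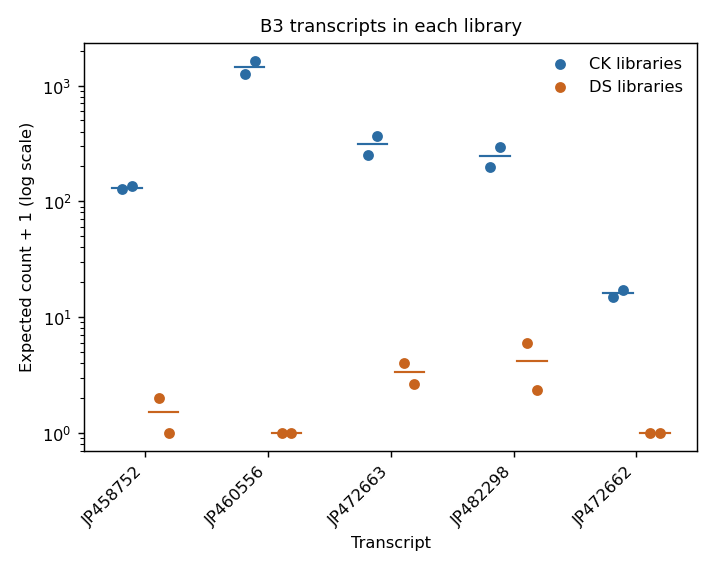
Expected count plus 1 on a log scale (vertical axis) of the 5 B3 transcripts (horizontal axis) in the CK and DS libraries, where each point is a library and each line the mean of 2 libraries. JP460556 had 1266.21 and 1618.71 counts in CK and 0 in both DS libraries, drawn at 1.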

Among these TFs, all 5 B3 domain-containing transcription factors were significantly downregulated (>20-fold). Although there was still no substantial evidence that B3 TFs were involved in plant drought tolerance, they may play some role in drought adaptation. Abundant studies have reported that overexpression of genes of the *NAC* family can enhance drought tolerance of plants [48–50]. 

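NAC72 (JP472894) rose from 5.68 ± 0.127 FPKM in CK to 53.05 ± 14.5 in DS (SD, n = 2 each; log2FC 3.189, standard error 0.213, edgeR adjusted p = 0.00355). NAC2 (JP458424) rose from 22.95 ± 1.75 to 52.96 ± 3.68 FPKM (SD, n = 2 each; log2FC 1.179, standard error 0.127, edgeR adjusted p = 0.00961). NAC29 (JP451694) rose from 2.43 ± 0.679 to 8.355 ± 0.997 FPKM (SD, n = 2 each; log2FC 1.769, standard error 0.307, edgeR adjusted p = 0.0306). The first 2 passed the threshold of the edgeR quasi-likelihood fit, and all 3 passed with DESeq2. Among the alternatives, the largest shift was that of NAC29 to 1.458 on log2(FPKM + 1) with limma-trend. Table S6 lists NAC29 in 2 of its NAC rows and does not list NAC72, which is in Table S2.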

The observation that all 3 *NAC* TFs were upregulated indicated that these 3 NAC homologs of hemp were likely involved in drought resistance. Further analyses of these transcription factors may provide new insight into the complex regulatory gene networks in response to drought stress in hemp.

### 4.5. ABA May Be a Key Regulation Factor in Hemp Responding to Drought

Plant hormones are important for regulating developmental processes and signaling networks in plant responses to biotic and abiotic stresses, including drought [51, 52]. ABA is critical to osmotic stress regulation among plant hormones; in fact, it is sometimes defined as a stress hormone because of its rapid accumulation and mediation in plant survival when subjected to various stresses. In our study, eight genes in ABA biosynthesis were noticeably influenced by drought stress, including PYL4, PP2C, and SAPK3 (Figure 6). The Illumina sequencing results were also confirmed by qRT-PCR (Figure 6) and were in accordance with those in ABA-treated hemp plants (Figure 7). PYL-PP2C-SnRK2 families function as the core components of ABA signaling, PYLs are ABA receptors; PP2Cs and SnPKs are important negative and positive regulators of ABA signaling, respectively [53, 54]; and SAPK3 belongs to the SnRK2 family [55]. Overexpression of some PYL, PP2C, and SAPK2 genes significantly increases or decreases drought tolerance in transgenic plants [56–58]. Moreover, the ABA receptor PYL5 can inhibit the activity of clade A PP2Cs [59], and PP2CA together with ABI1 inhibits SnRK2.4 activity and regulates plant responses to salinity [60]. These data clarify the function and nature of the cascade relationship of these genes in the stress response of plants. In this study, the expression of PYL4 was downregulated, while PP2Cs and SAPK3 were both upregulated; PP2Cs and SAPK3 displayed the same expression trends in both drought-stressed and ABA-treated hemp plants. 

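In drought-stressed hemp, PYL4 (JP449530) had FPKM values of 6.605 ± 0.247 in CK and 1.095 ± 0.262 in DS (SD, n = 2 each). With each library left out in turn, its log2FC stayed between -2.822 and -2.414. PP2C-1 (JP474397) rose from 17.41 ± 0.799 to 45.72 ± 1.97 FPKM (SD, n = 2 each; edgeR adjusted p = 0.00702), PP2C-2 (JP473042) from 51.98 ± 4.9 to 176.5 ± 16.5 (SD, n = 2 each; edgeR adjusted p = 0.00405) and PP2C-3 (JP478284) from 31.12 ± 1.49 to 106.7 ± 10.2 (SD, n = 2 each; edgeR adjusted p = 0.00355). SAPK3 (JP477935) rose from 40.86 ± 4.69 to 101.9 ± 7.3 FPKM (SD, n = 2 each), and its log2FC stayed between 1.181 and 1.407 with each library left out. PP2C-5 was the most sensitive to a single library, with a log2FC between 2.225 and 2.956. The ABA-treated plants are not in the files analysed here. The paper places these directions in the PYL, PP2C and SnRK2 cascade of ABA signaling.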

Similar findings were also reported in drought- or salinity-stressed tomato and jute plants [23, 61] and ABA-treated tomato plants [62]. Additionally, a gene encoding PYL4 was also downregulated in drought-stressed potato plants [30]; *CsPYL3* was downregulated, although *CsPYL1*, *CsPYL2*, *CsPP2C2*, and *CsSnKR2.2* were upregulated in roots and stems of cucumber seedlings under drought conditions [63]. These data indicated that different numbers of PYLs, PP2Cs, and SnKR2s display different responses to ABA or drought stress. ABA is also important for the regulation of stomatal movement and closure in response to drought [64, 65]. Taken together, ABA may play an important role in regulating stomata closure, reducing water evaporation, and launching the resistance response in hemp.

The plant hormone auxin is essential to many aspects of plant growth and development. In our study, transcripts in auxin biosynthesis pathways clearly decreased in hemp under drought stress (Figure 6). 

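The 5 auxin transcripts were X15-1, X15-2, GH3.6 (IAA-1), ARG7 (IAA-2) and the auxin transporter-like protein 2. ARG7 (JP461329) fell from 58.16 ± 12.1 FPKM in CK to 24.03 ± 0.0707 in DS (SD, n = 2 each; log2FC -1.306, standard error 0.208, edgeR adjusted p = 0.0245). The transporter (JP466302) fell from 95.14 ± 0.0141 to 38.71 ± 8.53 FPKM (SD, n = 2 each; log2FC -1.319, standard error 0.19, edgeR adjusted p = 0.0193). Of the 5, 1 passed the threshold of the edgeR quasi-likelihood fit, 3 did with the replicate number as a block and 4 with DESeq2. For X15-1, leaving out a library moved the log2FC between -3.508 and -1.725. The paper describes transcripts of auxin biosynthesis pathways as clearly decreased under drought.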

The GH3 gene encodes IAA-amido synthetase, which acts as an auxin-responsive gene, and can help to maintain auxin homeostasis by conjugating excess IAA to amino acids [66]. A rice GH3 gene, OsGH3-2, is involved in negatively regulating ABA levels and drought tolerance [67]. The GH3 homolog of hemp was significantly downregulated under drought stress. 

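The GH3 homolog is JP480028, annotated as indole-3-acetic acid-amido synthetase GH3.6 and named IAA-1 in Figure 6. Its FPKM fell from 14.2 ± 3.55 in CK to 4.9 ± 1.13 in DS (SD, n = 2 each), a log2FC of -1.561 with a standard error of 0.238. The edgeR adjusted p was 0.0225, short of the 0.01 cut-off, and that of DESeq2 was 0.000111. Leaving out CK2 moved the log2FC most, to -1.801. The paper connects this decrease with repressed growth during water stress.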

These results demonstrate that decreased IAA expression is responsible for repressed cell enlargement, photosynthesis, and plant growth during water stress in hemp.

## 5. Conclusions

This study presents, for the first time, the characterization of genome-wide expression profiling of hemp in response to drought stress. A total of 1292 DEGs were identified, including 409 upregulated genes and 883 downregulated genes. Some genes, including POD, expansin, *NAC*, and *B3* TFs, were shown to be significantly enriched by GO and KEGG analyses, and they may play important roles in hemp adaptation or tolerance to the osmotic and oxidative stresses caused by drought stress. These genes may contribute to further study of the drought stress tolerance of hemp. In addition, we demonstrated that ABA and auxin are crucial in the response of hemp to drought stress. These results are expected to help improve our understanding of the drought stress regulatory mechanism of hemp and improve the drought tolerance ability of the crops.

## Figures and Tables

**Figure 1:**
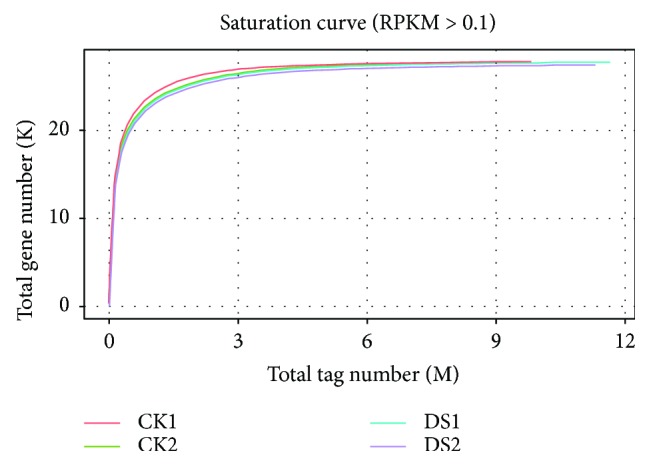
Saturation evaluations of CK and DS hemp.

**Figure 2:**
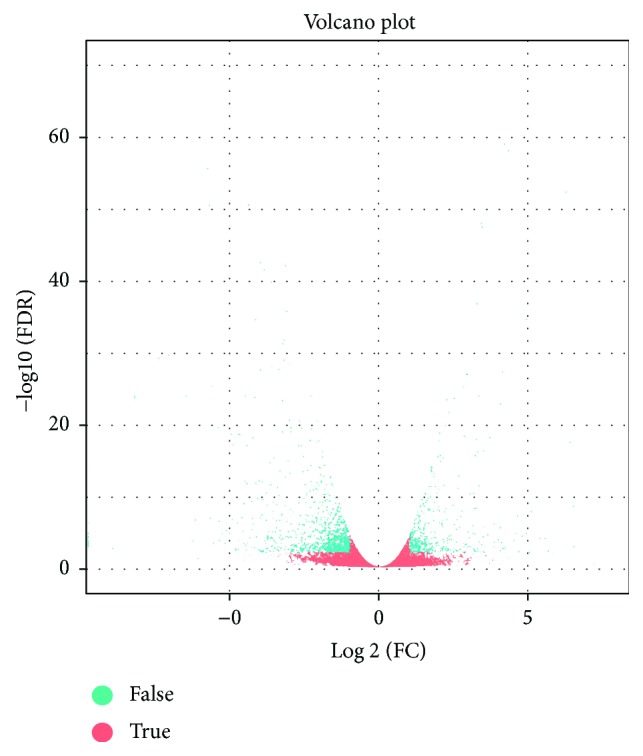
Volcano analysis of differentially expressed genes (DEGs) between CK and DS hemp. In the volcano plot, statistical significance (log_10_ of *P* value; *y*-axis) has been plotted against log_2_-fold change (*x*-axis).

**Figure 3:**
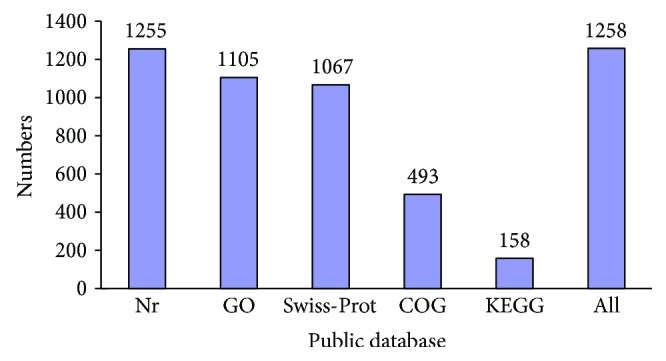
Numbers of differentially expressed genes (DEGs) annotated in five public databases.

**Figure 4:**
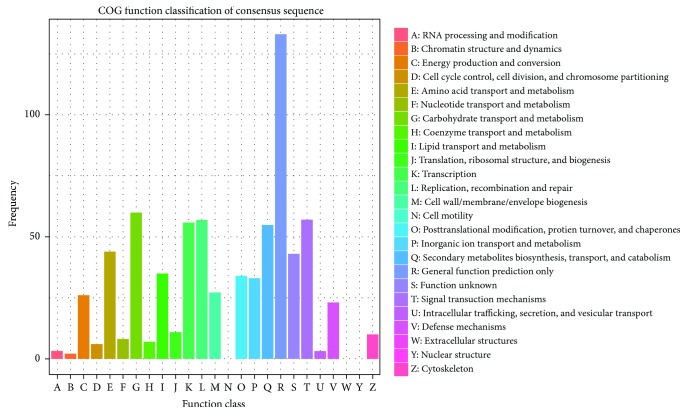
Clusters of orthologous group (COG) classification of differentially expressed genes (DEGs) in drought-stressed hemp.

**Figure 5:**
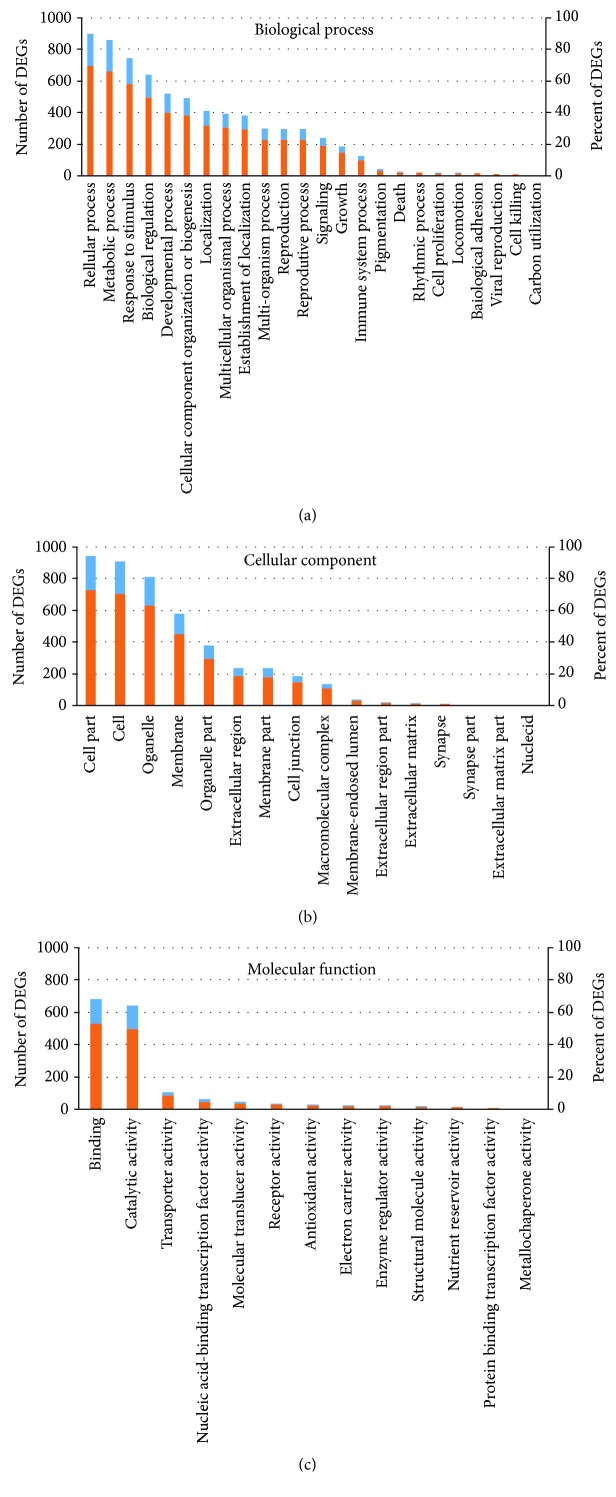
Gene Ontology (GO) enrichment of differentially expressed genes (DEGs) in drought-stressed hemp. The results are summarized in three main categories: biological processes (a), cellular components (b), and molecular functions (c). The blue (corresponding to the left *y*-axis) and orange columns (corresponding to the right *y*-axis) represent the number and percent of DEGs in that category, respectively.

**Figure 6:**
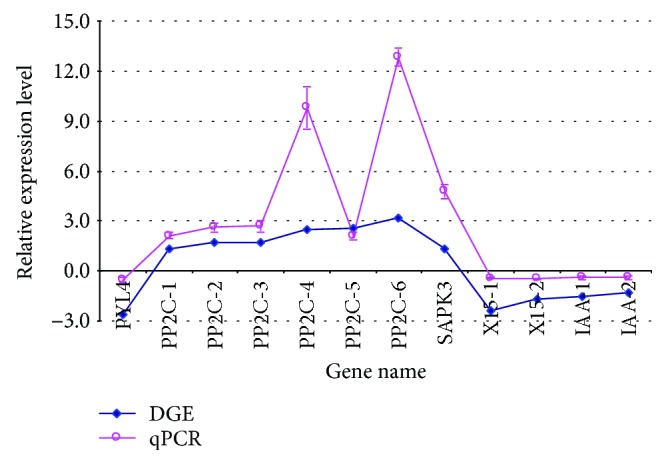
Validation of the expression of drought stress-induced genes by qRT-PCR. Data from qRT-PCR are means of three replicates, and bars represent standard error. PYL4: abscisic acid receptor PYL4 (JP449530); PP2C-1: protein phosphatase 2C (JP474397); PP2C-2: protein phosphatase 2C (JP473042); PP2C-3: protein phosphatase 2C (JP478284); PP2C-4: protein phosphatase 2C (JP477418); PP2C-5: protein phosphatase 2C (JP469562); PP2C-6: protein phosphatase 2C (JP455237); X15-1: auxin-induced protein X15 (JP473847); X15-2: auxin-induced protein X15 (JP472037); IAA-1: indole-3-acetic acid amido synthetase (JP480028); IAA-2: indole-3-acetic acid-induced protein ARG7 (JP461329); SAPK3: serine/threonine-protein kinase (JP477935). Pearson correlation coefficient (*R* = 0.777) analysis showed strong correlation between the qRT-PCR and RNA-Seq data.

**Figure 7:**
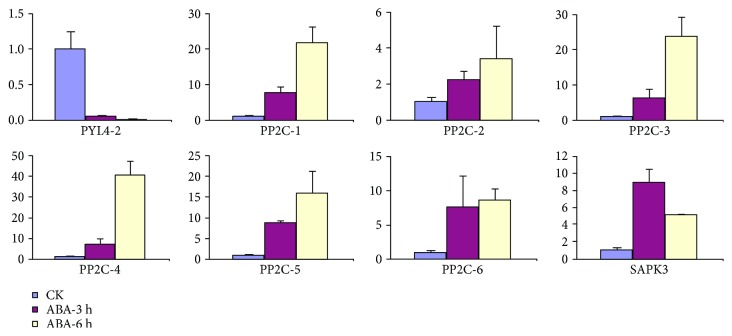
Expression profiles of drought stress-induced genes after ABA treatment determined by qRT-PCR. Data from qRT-PCR are means of three replicates, and bars represent standard error. PYL4: abscisic acid receptor PYL4 (JP449530); PP2C-1: protein phosphatase 2C (JP474397); PP2C-2: protein phosphatase 2C (JP473042); PP2C-3: protein phosphatase 2C (JP478284); PP2C-4: protein phosphatase 2C (JP477418); PP2C-5: protein phosphatase 2C (JP469562); PP2C-6: protein phosphatase 2C (JP455237); SAPK3: serine/threonine-protein kinase (JP477935).

**Table 1:** Quality of Illumina sequencing and the statistics of reads.

Sample	Total reads (M)	Total base (GB)	GC percent (%)	Q30 percent (%)	Mapped reads (%)	Uniquely mapped reads (%)
CK1	9.83	1.99	44.20	90.03	8.61 (87.61%)	7.08 (82.21%)
CK2	11.30	2.28	44.30	90.06	9.94 (87.94%)	8.18 (82.33%)
DS1	11.66	2.35	44.22	90.07	10.25 (87.96%)	8.41 (82.03%)
DS2	11.31	2.29	44.18	90.01	9.92 (87.65%)	8.08 (81.51%)
Total	44.10	8.91				

**Table 2:** List of pathways significantly enriched in DEGs (*P* < 0.05).

KEGG pathway	Number of genes	Number of DEGs	Up	Down	*P* value	Pathway ID
Photosynthesis	62	14	0	14	1.47*E* − 8	ko00195
Phenylpropanoid biosynthesis	132	14	2	12	1.67*E* − 4	ko00940
Cyanoamino acid metabolism	55	8	0	8	5.45*E* − 4	ko00460
Carbon fixation in photosynthetic organisms	84	9	1	8	2.35*E* − 3	ko00710
Plant hormone signal transduction	199	15	7	8	3.57*E* − 3	ko04075
Photosynthesis—antenna proteins	25	4	0	4	1.01*E* − 2	ko00196
Ascorbate and aldarate metabolism	45	5	4	1	1.90*E* − 2	ko00053
Nitrogen metabolism	66	6	0	6	2.63*E* − 2	ko00910
Phenylalanine metabolism	108	8	1	7	3.34*E* − 2	ko00360
Pentose and glucuronate interconversions	54	5	0	5	3.85*E* − 2	ko00040
Inositol phosphate metabolism	74	6	5	1	4.28*E* − 2	ko00562
Total number	904	94	20	74		

**Table 3:** Summary of DEGs annotated as transcription factor.

Gene family	Number of genes		
	Total	Downregulated	Upregulated
AP2/ERF	2	1	1
B3	5	5	0
bHLH	6	4	2
bZIP	3	2	1
C2H2L	2	2	0
Dof	1	1	0
HD-Zip	5	2	3
KNOX	2	2	0
LHY	1	0	1
MYB	7	3	4
MYB1R1	2	1	1
NAC	3	0	3
NF-YA	2	1	1
SPB	1	0	1
Trihelix	1	0	1
Wox	1	1	0
WRKY	2	1	1
YABBY	1	1	0
ZF (CO-like)	3	2	1
ZF-HD	1	1	0
Total	51	30	21

## References

[1] Vinocur B., Altman A. (2005). Recent advances in engineering plant tolerance to abiotic stress: achievements and limitations.

[2] Zhang Q. (2007). Strategies for developing Green Super Rice.

[3] Yamaguchi-Shinozaki K., Shinozaki K. (2006). Transcriptional regulatory networks in cellular responses and tolerance to dehydration and cold stresses.

[4] Todaka D., Shinozaki K., Yamaguchi-Shinozaki K. (2015). Recent advances in the dissection of drought-stress regulatory networks and strategies for development of drought-tolerant transgenic rice plants.

[5] Huang G. T., Ma S. L., Bai L. P. (2012). Signal transduction during cold, salt, and drought stresses in plants.

[6] Nakashima K., Yamaguchi-Shinozaki K., Shinozaki K. (2014). The transcriptional regulatory network in the drought response and its crosstalk in abiotic stress responses including drought, cold, and heat.

[7] Abot A., Bonnafous C., Touchard F. (2012). Effects of cultural conditions on the hemp (*Cannabis sativa*) phloem fibres: Biological development and mechanical properties.

[8] House J. D., Neufeld J., Leson G. (2010). Evaluating the quality of protein from hemp seed (*Cannabis sativa L.*) products through the use of the protein digestibility-corrected amino acid score method.

[9] Bouloc P., Allegret S., Arnaud L. (2012).

[10] Schäfer T., Honermeier B. (2006). Effect of sowing date and plant density on the cell morphology of hemp (*Cannabis sativa* L.).

[11] Amaducci S., Zatta A., Pelatti F., Venturi G. (2008). Influence of agronomic factors on yield and quality of hemp (*Cannabis sativa* L.) fibre and implication for an innovative production system.

[12] Mihoc M., Pop G., Alexa E., Radulov I. (2012). Nutritive quality of Romanian hemp varieties (*Cannabis sativa L.*) with special focus on oil and metal contents of seeds.

[13] Deng C. M., Li J., Sun T., Li C. J. (2007). Occurrence regularity and control measurements of main diseases and insect pests in hemp.

[14] Jiang Y. (2009). China’s water scarcity.

[15] van Bakel H., Stout J. M., Cote A. G. (2011). The draft genome and transcriptome of *Cannabis sativa*.

[16] Gao C., Xin P., Cheng C. (2014). Diversity analysis in *Cannabis sativa* based on large-scale development of expressed sequence tag-derived simple sequence repeat markers.

[17] Hong Y., Zhang W., Wang X. (2010). Phospholipase D and phosphatidic acid signalling in plant response to drought and salinity.

[18] Liu T., Zhu S., Tang Q., Yu Y., Tang S. (2013). Identification of drought stress-responsive transcription factors in ramie (*Boehmeria nivea L. Gaud*).

[19] Yu Y., Zeng L., Yan Z. (2015). Identification of ramie genes in response to *Pratylenchus coffeae* infection challenge by digital gene expression analysis.

[20] Zeng L., Shen A., Chen J. (2016). Transcriptome analysis of ramie (*Boehmeria nivea* L. Gaud.) in response to ramie moth (*Cocytodes coerulea* Guenée) infestation.

[21] Guo Y., Qiu C., Long S. (2017). Digital gene expression profiling of flax (*Linum usitatissimum* L.) stem peel identifies genes enriched in fiber-bearing phloem tissue.

[22] Li H., Li D., Chen A., Tang H., Li J., Huang S. (2016). Characterization of the Kenaf (*Hibiscus cannabinus*) global transcriptome using Illumina Paired-End sequencing and development of EST-SSR markers.

[23] Yang Z., Yan A., Lu R. (2017). De novo transcriptome sequencing of two cultivated jute species under salinity stress.

[24] Huang L., Zhang F., Zhang F. (2014). Comparative transcriptome sequencing of tolerant rice introgression line and its parents in response to drought stress.

[25] Liu Z., Xin M., Qin J. (2015). Temporal transcriptome profiling reveals expression partitioning of homeologous genes contributing to heat and drought acclimation in wheat (*Triticum aestivum* L.).

[26] Xu J., Yuan Y., Xu Y. (2014). Identification of candidate genes for drought tolerance by whole-genome resequencing in maize.

[27] Fan X. D., Wang J. Q., Yang N. (2013). Gene expression profiling of soybean leaves and roots under salt, saline–alkali and drought stress by high-throughput Illumina sequencing.

[28] Bowman M. J., Park W., Bauer P. J. (2013). RNA-Seq transcriptome profiling of upland cotton (*Gossypium hirsutum* L.) root tissue under water-deficit stress.

[29] Xie F., Wang Q., Sun R., Zhang B. (2015). Deep sequencing reveals important roles of microRNAs in response to drought and salinity stress in cotton.

[30] Zhang N., Liu B., Ma C. (2014). Transcriptome characterization and sequencing-based identification of drought-responsive genes in potato.

[31] Yuan G., Yu-Fu W., Cai-Sheng Q., Song-Hua L., Xin D., Dong-Mei H. (2011). Preliminary study on effects of drought stress on physiological characteristics and growth of different hemp cultivars (*Cannabis Sativa* L.).

[32] Hu H., Dai M., Yao J. (2006). Overexpressing a NAM, ATAF, and CUC (NAC) transcription factor enhances drought resistance and salt tolerance in rice.

[33] Love M. I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2.

[34] Kanehisa M., Sato Y., Kawashima M., Furumichi M., Tanabe M. (2016). KEGG as a reference resource for gene and protein annotation.

[35] Conesa A., Gotz S., Garcia-Gomez J. M., Terol J., Talon M., Robles M. (2005). Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research.

[36] Shinozaki K., Yamaguchi-Shinozaki K. (2007). Gene networks involved in drought stress response and tolerance.

[37] Reddy A. R., Chaitanya K. V., Vivekanandan M. (2004). Drought-induced responses of photosynthesis and antioxidant metabolism in higher plants.

[38] Cruz de Carvalho M. H. (2014). Drought stress and reactive oxygen species: production, scavenging and signaling.

[39] Zhai H., Wang F., Si Z. (2016). A *myo*-inositol-1-phosphate synthase gene, *IbMIPS1*, enhances salt and drought tolerance and stem nematode resistance in transgenic sweet potato.

[40] Duan J., Zhang M., Zhang H. (2012). *OsMIOX*, a *myo*-inositol oxygenase gene, improves drought tolerance through scavenging of reactive oxygen species in rice (*Oryza sativa* L.).

[41] Yang J., Zhang J., Wang Z., Xu G., Zhu Q. (2004). Activities of key enzymes in sucrose-to-starch conversion in wheat grains subjected to water deficit during grain filling.

[42] Wang Z., Xu Y., Chen T., Zhang H., Yang J., Zhang J. (2015). Abscisic acid and the key enzymes and genes in sucrose-to-starch conversion in rice spikelets in response to soil drying during grain filling.

[43] Thalmann M., Pazmino D., Seung D. (2016). Regulation of leaf starch degradation by abscisic acid is important for osmotic stress tolerance in plants.

[44] Lee K. J. D., Marcus S. E., Knox J. P. (2011). Cell wall biology: perspectives from cell wall imaging.

[45] Cavalier D. M., Lerouxel O., Neumetzler L. (2008). Disrupting two *Arabidopsis thaliana* xylosyltransferase genes results in plants deficient in xyloglucan, a major primary cell wall component.

[46] Nakashima K., Ito Y., Yamaguchi-Shinozaki K. (2009). Transcriptional regulatory networks in response to abiotic stresses in Arabidopsis and grasses.

[47] Fujita Y., Fujita M., Shinozaki K., Yamaguchi-Shinozaki K. (2011). ABA-mediated transcriptional regulation in response to osmotic stress in plants.

[48] Hong Y., Zhang H., Huang L., Li D., Song F. (2016). Overexpression of a stress-responsive NAC transcription factor gene *ONAC022* improves drought and salt tolerance in rice.

[49] Thirumalaikumar V. P., Devkar V., Mehterov N. (2018). NAC transcription factor JUNGBRUNNEN1 enhances drought tolerance in tomato.

[50] Chen D., Chai S., McIntyre C. L., Xue G. P. (2018). Overexpression of a predominantly root-expressed NAC transcription factor in wheat roots enhances root length, biomass and drought tolerance.

[51] Zhu J. K. (2002). Salt and drought stress signal transduction in plants.

[52] Bari R., Jones J. D. G. (2009). Role of plant hormones in plant defence responses.

[53] Umezawa T., Nakashima K., Miyakawa T. (2010). Molecular basis of the core regulatory network in ABA responses: sensing, signaling and transport.

[54] Park S. Y., Fung P., Nishimura N. (2009). Abscisic acid inhibits type 2C protein phosphatases via the PYR/PYL family of START proteins.

[55] Kulik A., Wawer I., Krzywińska E., Bucholc M., Dobrowolska G. (2011). SnRK2 protein kinases—key regulators of plant response to abiotic stresses.

[56] Kim H., Lee K., Hwang H. (2014). Overexpression of *PYL5* in rice enhances drought tolerance, inhibits growth, and modulates gene expression.

[57] Liu L., Hu X., Song J., Zong X., Li D., Li D. (2009). Over-expression of a *Zea mays* L. protein phosphatase 2C gene (*ZmPP2C*) in *Arabidopsis thaliana* decreases tolerance to salt and drought.

[58] Phan T. T., Sun B., Niu J. Q. (2016). Overexpression of sugarcane gene *SoSnRK2.1* confers drought tolerance in transgenic tobacco.

[59] Santiago J., Rodrigues A., Saez A. (2009). Modulation of drought resistance by the abscisic acid receptor PYL5 through inhibition of clade A PP2Cs.

[60] Krzywińska E., Kulik A., Bucholc M., Fernandez M. A., Rodriguez P. L., Dobrowolska G. (2016). Protein phosphatase type 2C PP2CA together with ABI1 inhibits SnRK2.4 activity and regulates plant responses to salinity.

[61] Sun L., Wang Y. P., Chen P. (2011). Transcriptional regulation of *SlPYL*, *SlPP2C*, and *SlSnRK2* gene families encoding ABA signal core components during tomato fruit development and drought stress.

[62] Chen P., Sun Y. F., Kai W. B. (2016). Interactions of ABA signaling core components (SlPYLs, SlPP2Cs, and SlSnRK2s) in tomato (*Solanum lycopersicon*).

[63] Wang Y., Wu Y., Duan C. (2012). The expression profiling of the *CsPYL, CsPP2C* and *CsSnRK2* gene families during fruit development and drought stress in cucumber.

[64] Blatt M. R. (2000). Cellular signaling and volume control in stomatal movements in plants.

[65] Yang L., Ji W., Gao P. (2012). GsAPK, an ABA-activated and Calcium-independent SnRK2-type kinase from *G. soja*, mediates the regulation of plant tolerance to salinity and ABA stress.

[66] Staswick P. E., Serban B., Rowe M. (2005). Characterization of an Arabidopsis enzyme family that conjugates amino acids to indole-3-acetic acid.

[67] Du H., Wu N., Fu J. (2012). A GH3 family member, OsGH3-2, modulates auxin and abscisic acid levels and differentially affects drought and cold tolerance in rice.

# Supplementary material for: Genome-Wide Expression Profiles of Hemp (Cannabis sativa L.) in Response to Drought Stress
**Source:** Int J Genomics. 2018 May 15;2018:3057272. doi: 10.1155/2018/3057272
**Supplement:** Supplementary 1 — Figure S1: RPKM distribution and RPKM density distribution of different genes in the DS and CK hemp. A: box-plot of RPKM. x-axis means sample names, and y-axis means log10(RPKM). B: RPKM distribution. x-axis represent log10(RPKM), and y-axis represents gene density. E1, E2, E3, and E4 represent DS1, DS2, CK1 and CK2, respectively. Figure S2: correlations between two repeats of the CK and DS samples. E1 and E2 represent DS1 and DS2, and E3 and E4 represent CK1 and CK2, respectively. The logarithmic values of (FPKM) for each gene in the two replicates were assigned as coordinate values of the two axes.

FIGURE S1

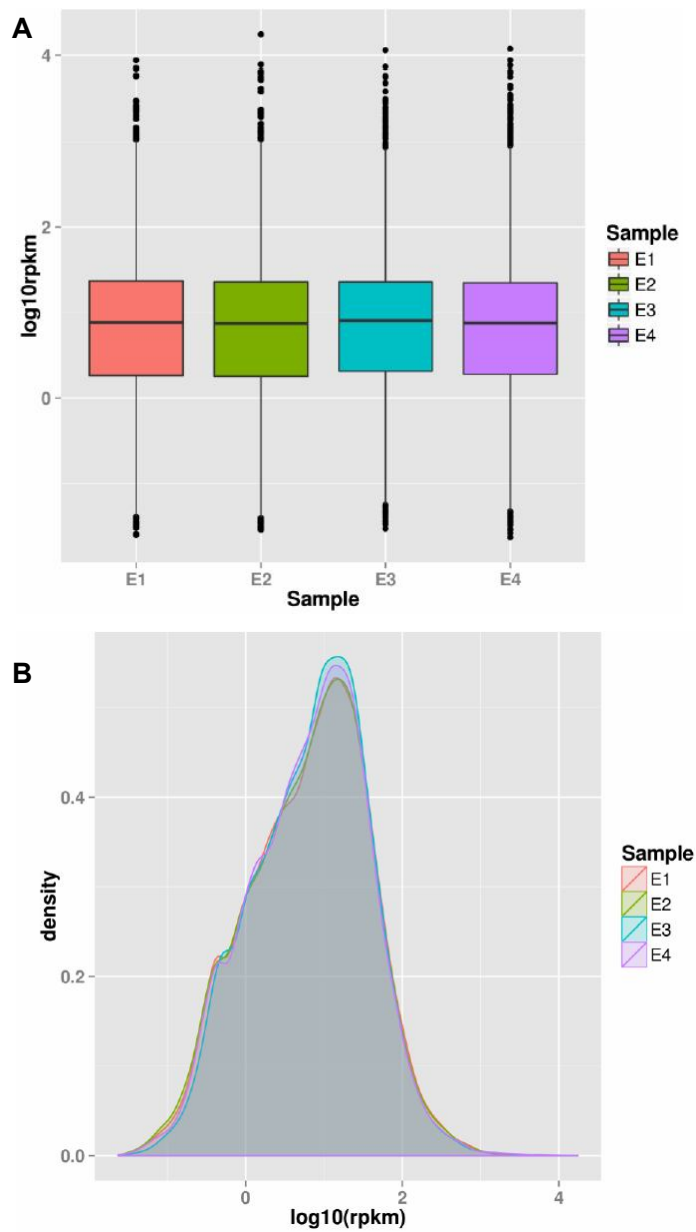

**Figure S1: RPKM distribution and RPKM density distribution of different genes in the DS and CK hemp.** **A:** box-plot of RPKM. x-axis means sample names, y-axis means  $\log_{10}(\text{RPKM})$ . **B:** RPKM distribution. x-axis represent  $\log_{10}(\text{RPKM})$ , y-axis represent gene density. E1, E2, E3 and E4 represent DS1, DS2, CK1 and CK2, respectively.

FIGURE S2

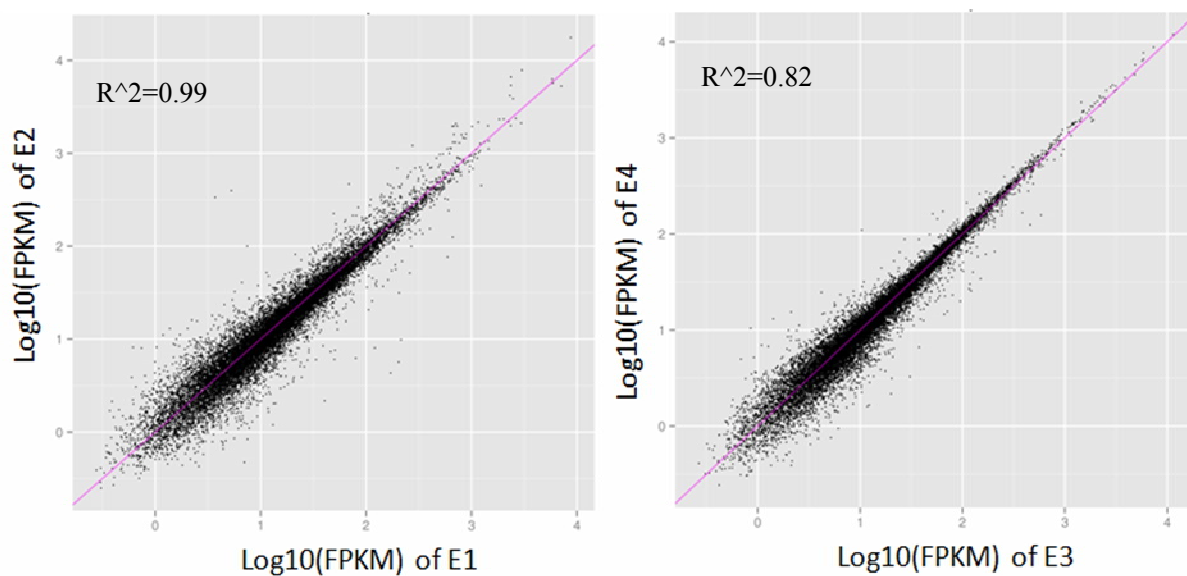

FIGURE S2: Correlations between two repeats of the CK and DS samples. E1 and E2 represent DS1 and DS2, and E3 and E4 represent CK1 and CK2, respectively. The logarithmic values of (FPKM) for each gene in the two replicates were assigned as coordinate values of the two axes.

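In this figure each point is a transcript, and its position along the axes gives the FPKM of that transcript in each of the paired libraries of a condition. Computed from the FPKM values in the files on the linear scale, r squared was 0.8218 for DS1 and DS2 and 0.9885 for CK1 and CK2. On log10 FPKM, over transcripts above 0 in both libraries, Pearson's r was 0.945 for DS and 0.9548 for CK.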

How the deposited data were processed for this re-analysis (not part of the article)

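RNA was measured in 4 libraries of hemp cultivar Yunma 1, CK1 and CK2 from well-watered plants and DS1 and DS2 from plants under drought. Each library was taken to come from RNA pooled over leaves, roots, stem bast and stem shoots, which the paper does not state outright. Differences between tissues cannot be seen. The libraries were grouped by their treatment labels, and DS was compared with CK throughout.

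The authors sequenced poly(A) RNA as paired reads on an Illumina HiSeq instrument, filtered the reads and mapped them to Purple Kush sequences. The paper names TopHat2 in its methods and Bowtie in its results for the mapping. With RSEM the authors computed expected counts per transcript, which are estimated read numbers and can be fractional because shared reads are divided among transcripts. The authors also deposited FPKM values, in which the count is scaled by transcript length and library size. The deposited TPM values are scaled so that each library has the same total, and they were not used for any result. Each library has 1 value of each kind for 33215 transcripts. No column holds uniquely assigned reads.

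The expected counts summed to 8305141 in CK1, 9584480 in CK2, 9879170 in DS1 and 9551993 in DS2. Taking 3 counts as the least that can be told from none, the floor was 0.361 CPM in CK1, 0.313 in CK2, 0.304 in DS1 and 0.314 in DS2. Below these abundances a transcript without reads cannot be called absent.

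Differential expression was computed from the expected counts, rounded to whole numbers, in R 4.3.3 with edgeR 4.0.16. Transcripts with at least 10 counts in at least 2 libraries were kept, which left 22357. Libraries were scaled by TMM, dispersions were estimated with edgeR (common dispersion 0.0369), and the quasi-likelihood F test gave p-values that were adjusted by the Benjamini-Hochberg method over all tested transcripts. A transcript counted as a DEG at an adjusted p under 0.01 and a log2FC above 1 or below -1, and the 20-fold limit was a log2FC of 4.32 in size. The standard error of log2FC was the size of log2FC divided by the square root of F. Where a condition has no reads, log2FC depends on edgeR's prior count. Errors of FPKM are the SD of 2 libraries. Adjusted p-values in the text are from edgeR unless another tool is named.

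The procedure was tested on simulated data, in which 200 transcripts were given a known change. All 200 were recovered with the true sign, 1 unchanged transcript passed the threshold, and the median absolute error of log2FC was 0.144. The planted changes were well beyond 2-fold and were given only to transcripts with high counts. Each simulated transcript had the dispersion typical of its abundance. The simulation therefore does not show how many smaller changes, rare transcripts or transcripts with a larger spread would be recovered.

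Genes named in the paper were found by the transcript identifiers in its supplementary tables, with their Swiss-Prot annotation, and every listed member of a named group was included. KEGG and GO membership was likewise read from these tables. The hypergeometric P value was recomputed from the gene numbers in Table S4 and adjusted over 77 pathways. Detection was counted at an FPKM above 0.1, and saturation was examined by thinning the counts at random 20 times per library. Correlations between replicates were Pearson's r on linear FPKM, with intervals from 1000 resamplings of the transcripts. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Random steps used seed 1.

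The alternatives tried for the DEGs were an adjusted p under 0.05, the replicate number as a block, RLE size factors, no filter on low counts, edgeR's exact test, DESeq2 1.42.0, limma-trend from limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), and leaving out each library in turn. For the correlations they were log10 FPKM above 0, log10(FPKM + 1), r squared, Spearman's rho and leaving out the 10 most abundant transcripts. For detection they were a minimum of 1 count, a minimum of 10 counts and an FPKM above 1.

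Raw reads and the numbers of raw and clean reads were not analysed here, since the files begin after mapping. The qRT-PCR measurements and the ABA treatment are not in the files analysed here. Enrichment of GO terms and pathways was not recomputed for other lists of DEGs, because the annotation of the remaining transcripts is not in the files analysed here.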

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

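The comparisons, thresholds and alternatives were chosen before the processed files arrived. The definitions used for the patterns described as seen afterwards were not.

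A total of 2 transcripts outside the paper's readable DEGs were flagged because they had no reads in CK1 and CK2 and many in a DS library. JP455947, of length 1390, had expected counts of 78.74 in DS1 and 430.74 in DS2. Its log2FC was 10.96 with a standard error of 2.05, and it missed the threshold with an edgeR adjusted p of 0.0447, although it was higher in 2 of 2 DS libraries. JP467453, of length 363, had 156.54 counts in DS1 and 1.13 in DS2, and the filter on low counts left it untested. The files give no name for either transcript.

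Of the 3 splits of the 4 libraries into pairs, 1 gave as many transcripts of this kind, namely the real one. The others gave 0 and 0, but with 3 splits the share cannot fall under 0.33, so chance cannot be excluded. Reads confined to 1 library could explain JP467453. For JP455947 the DS counts differed by a ratio of 5.47, under the limit of 10 set for this explanation, a prediction made only after the counts were seen. Contamination, shared reads and a variant against the reference could not be tested without sequences. Whether drought induces JP455947 is therefore open.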

How the results depend on the processing

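No result reversed its direction under any alternative. Numbers of DEGs changed with nearly every setting, and the main fit gave 249 DEGs (93 up, 156 down), 29 over 20-fold, 193 of the paper's DEGs past the threshold, 6 in the hormone pathway, 0 in photosynthesis with antenna proteins and 8 transcription factors. The settings follow in that order.

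With an adjusted p under 0.05 there were 1335 DEGs (485 up, 850 down), 138 over 20-fold, 789 of the paper's DEGs, 14, 4 and 45. Without the filter on low counts there were 511 (189 up, 322 down), 49 over 20-fold, 359 of the paper's, and 16 transcription factors. With edgeR's exact test there were 1694 (608 up, 1086 down), 147 over 20-fold, 891 of the paper's, 15, 18 and 49. DESeq2 gave 1074 (394 up, 680 down), 99 over 20-fold, 661 of the paper's, 13, 11 and 35. With limma-trend on log2(FPKM + 1) there were 71 (30 up, 41 down), 13 over 20-fold, 58 of the paper's, 3 in the hormone pathway and 5 transcription factors. On log2(FPKM + 0.1) there were 25 (9 up, 16 down), 11 over 20-fold, 16 of the paper's, 1 in the hormone pathway and 2 transcription factors.

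With the replicate number as a block, a pairing taken from the labels, there were 545 DEGs against 249 without it (206 up, 339 down), 44 over 20-fold, 364 of the paper's, 4 in photosynthesis and 18 transcription factors. The differences CK1 minus CK2 and DS1 minus DS2 had a correlation of 0.0603 across the tested transcripts. In the photosynthesis and antenna set they shared their sign more often, with 18 of 18 lower in DS1 than in DS2 and 17 of 18 lower in CK1 than in CK2, though by a median of 1.06 in DS and 0.214 in CK on the log2 scale, so a pairing is neither shown nor excluded.

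Across the 4 fits that each left out a library, DEGs ranged from 0 to 1538 (up from 0 to 466, down from 0 to 1072), those over 20-fold from 0 to 108, the paper's from 0 to 671, the hormone pathway from 0 to 14, photosynthesis from 0 to 18 and transcription factors from 0 to 31. The 0 came from each fit with a single CK library.

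The correlation between replicates on linear FPKM was 0.9942 for CK and 0.9065 for DS. On log10 FPKM above 0 it was 0.9548 and 0.945, on log10(FPKM + 1) 0.9741 and 0.9677, as r squared 0.9885 and 0.8218, and as Spearman's rho 0.9645 and 0.9568.

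For the 55 named transcripts, 197 of 620 rows changed their side of the threshold, 67 to weaker and 130 to stronger. Detected transcripts stayed within 1.5 times the main count. The alternative with uniquely assigned reads was not run, since no column holds them.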

Differences from the paper's values

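The paper reports 1292 DEGs, of which 409 are upregulated DEGs and 883 are downregulated DEGs, where the edgeR quasi-likelihood fit gave 249, 93 and 156. Some alternatives with all 4 libraries, set before the files arrived, came within 1.5 times of all 3 of the paper's numbers. They were an adjusted p under 0.05 (1335, 485 and 850), edgeR's exact test (1694, 608 and 1086) and DESeq2 (1074, 394 and 680). Fits without a library leave 1 library in a condition and are not compared with the paper's numbers. The paper's methods name DESeq2, but its log2FC is infinite for 46 DEGs without reads in one condition. DESeq2 gave a finite value for such a transcript, -13.08 for JP460556. For such transcripts the published values were thus not those of DESeq2 as run here. Why the DEG numbers differ stays open. The replicate block, RLE size factors, no filter on low counts and both limma-trend fits did not come within this range.

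The paper counts 126 DEGs with more than 20-fold change, 43 upregulated and 83 downregulated, against 29, 5 and 24 here. An adjusted p under 0.05 (138, 54 and 84), edgeR's exact test (147, 62 and 85) and DESeq2 (99, 35 and 64) came within 1.5 times of all 3 numbers. No other alternative with all 4 libraries did.

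The paper gives a correlation between replicates of 0.82 for CK and 0.99 for DS, where Pearson's r on linear FPKM was 0.9942 for CK and 0.9065 for DS. None of the alternatives set before the files arrived closed the gap for either condition under the paper's naming. As r squared, the value was 0.9885 for CK and 0.8218 for DS, which are the paper's 2 values with the conditions exchanged.

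For the B3 transcript JP472663 the paper's supplement has a log2FC of -7.43553, and the edgeR fit gave -7.012 (standard error 0.323). With DESeq2 (-7.085) and without DS1 (-7.251) the difference was within the error, and with the other alternatives it was not.

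In its results the paper describes the DEGs of the ABA pathway as upregulated. PYL4 had a log2FC of -2.606, and the paper's discussion also gives PYL4 as downregulated. For ascorbate and inositol phosphate metabolism the numbers of upregulated DEGs in the text of the paper are those of its Table 2 with the pathways exchanged, and the values here were 4 up and 1 down, and 5 up and 1 down. The text counts more inositol oxygenase homologs than the 2 transcripts with that annotation. In its list of enriched pathways the text names the hormone pathway 2 times and leaves out photosynthesis, which had the lowest recomputed P value (1.47e-08). The paper describes both C2H2L transcripts as downregulated, and JP469970 had a log2FC of 1.261. Table 3 gives MYB1R1 as split between directions, and both transcripts were lower, with log2FC values of -1.704 and -1.199. The text and Table 3 of the paper differ in the direction of the transcription factors, and by the 51 rows of Table S6 there were 21 up and 30 down. NAC29 fills 2 of these rows, so 50 transcripts are distinct. A transcript listed there as bHLH, JP461037, is annotated as Kinesin-like protein NACK2.

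The paper's table has an infinite change for aldehyde dehydrogenase JP482063, with the log2FC here at -8.455 from 48 and 34 counts in CK and none in DS. Its account of starch metabolism names upregulated β-amylases, and a further one, JP475062, had a log2FC of -1.434. Its count of peroxidases in phenylpropanoid and phenylalanine metabolism corresponds to 16 entries, which are 8 distinct transcripts. The paper treats photosynthesis terms and xyloglucan and cellulose terms as affected processes, and in its Table S5 the P values are 0.406 for the light reaction, 0.556 for photosynthesis and 1 for the xyloglucan and cellulose terms.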

Other observations

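Most of the paper's DEGs missed the threshold of the edgeR quasi-likelihood fit, though each tested one kept its direction. The paper chose its DEGs from these same libraries, so the shared direction follows largely from that choice. Of those with a direction that were tested, 193 passed and 732 missed. Low counts may be part of the reason: a passing DEG had the higher mean count with a probability of 0.719, and the median of the mean counts was 378 for passing and 114.1 for missing DEGs. The spread between the 2 libraries of a condition may be another part. A missing DEG had the larger replicate difference with a probability of 0.72 (medians 0.553 and 0.283 on the log2 scale). Missing DEGs also changed less, with a median size of log2FC of 1.67 against 2.23 (probability 0.655). The test sets log2FC against the replicate spread, so these last 2 differences are partly built into passing and cannot test the explanation by spread. The choice of test mattered as well. On the same tested transcripts edgeR's exact test passed 891 of the paper's DEGs with a direction, and limma-trend on log2(FPKM + 1) passed 58. Low counts and spread are not exclusive, and both remain beside the test.

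Of the 3 splits of the 4 libraries into pairs, 1 gave as many DEGs as the comparison of CK with DS, which is that comparison itself with 249. The other splits gave 0 and 0. This was tested after the DEG number was known, and 3 splits cannot give a share under 0.33.

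DS1 and DS2 had a lower correlation on linear FPKM than CK1 and CK2, and several technical explanations were examined. Without the 10 most abundant transcripts the correlation was 0.9326 for DS and 0.9916 for CK, so these transcripts could account for a part of the gap but not for all. The log2 ratio of DS1 to DS2 had a rho of 0.0151 with transcript length, which leaves little room for a length bias. The DS totals differed by a ratio of 1.034 and the CK totals by 1.154, a prediction about library size made after the totals were seen. FPKM is already scaled by library size and r does not change with scale, so these ratios cannot decide the question. A different degree of response to drought in DS1 and DS2 would make their difference follow the change from CK to DS, and the rho was 0.0713 (for CK1 and CK2, -0.0245). Single transcripts and the principal components had been looked at before that last test, though its value had not. That rho is over all tested transcripts and does not speak for a single group. The photosynthesis and antenna DEGs were lower in DS1 than in DS2 in 18 of 18 cases, by a median of 1.06 on the log2 scale. They were lower in CK1 than in CK2 in 17 of 18, but only by a median of 0.214, and the DS difference was the larger in 18 of 18. This was computed after the values were seen, and these transcripts are not independent of each other. A difference particular to the DS libraries in this group, such as a stronger response in DS1, may therefore exist and was not tested further. Pooling the tissues in different proportions, and batches, could not be tested, so the reason for the lower correlation stays open.

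A total of 5 transcripts had at least 100 counts in both CK libraries and at most 2 in both DS libraries, and 0 showed the opposite pattern. These limits were chosen after an exploratory look. They were JP456771, JP458752, JP460556, JP466084 and JP480745, all among the paper's DEGs, and 2 are B3 transcripts. Of the 3 splits of the libraries, 1, the real one, gave as many, and the others gave 0 and 0. With 3 splits the share cannot fall under 0.33, so this count cannot decide about chance. In the edgeR quasi-likelihood fit JP456771, JP458752, JP460556 and JP466084 passed the threshold, and JP480745 missed it (adjusted p = 0.0117). Between single libraries of the same condition, at most 6 transcripts were all-or-none (6 between CK1 and CK2, 3 between DS1 and DS2). Between a CK and a DS library there were 13, 20, 14 and 16, a mean of 15.8. Differences between single libraries whatever the treatment would give similar numbers for both kinds of pair, so these values argue against them. If reads moved to a near-identical copy, a counterpart gained in DS might be visible. Under the same limits 0 were, but these limits leave out JP455947, with no counts in CK and 78.74 and 430.74 in DS. Without sequences a near-identical copy cannot be ruled out. A genetic difference between the plants pooled for CK and for DS would look the same, and it was not tested. Loss of these transcripts under drought is a hypothesis that cannot be told apart from these explanations.

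More DEGs were lower than higher in DS. The median log2FC over all tested transcripts was 0.0101, but TMM scaling centres the bulk of the changes near 0 by its construction, so this value cannot exclude the normalization. The 10 most abundant transcripts took 4.65% and 5.21% of the counts in CK1 and CK2 and 3.75% and 5.31% in DS1 and DS2, a ratio of 0.919 of DS to CK, so a few transcripts crowding out the others in DS is unlikely too. Batches and the proportions of the pooled tissues were not tested. Decreases also outnumbered increases with RLE size factors (93 up, 156 down) and DESeq2 (394 up, 680 down). On FPKM with limma-trend there were 30 up and 41 down with a pseudocount of 1, and 9 and 16 with 0.1. The excess of decreases was thus not particular to TMM, but an effect of normalization in general cannot be excluded.

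For the 12 genes in Figure 6, the RNA-Seq changes had the direction of the qRT-PCR bars in 12 of 12. With the qRT-PCR values read by eye from that figure, Pearson's r with the log2 RNA-Seq changes was 0.773 as drawn and 0.922 with the qRT-PCR values on a log2 scale, so the different scales of the 2 assays may lower the correlation. This prediction was made after the values were seen, and bars read by eye carry their own error.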
